# Non-Phosphorylatable PEA-15 Sensitises SKOV-3 Ovarian Cancer Cells to Cisplatin

**DOI:** 10.3390/cells9020515

**Published:** 2020-02-24

**Authors:** Shahana Dilruba, Alessia Grondana, Anke C. Schiedel, Naoto T. Ueno, Chandra Bartholomeusz, Jindrich Cinatl Jr, Katie-May McLaughlin, Mark N. Wass, Martin Michaelis, Ganna V. Kalayda

**Keywords:** PEA-15, ovarian cancer, cisplatin sensitivity

## Abstract

The efficacy of cisplatin-based chemotherapy in ovarian cancer is often limited by the development of drug resistance. In most ovarian cancer cells, cisplatin activates extracellular signal-regulated kinase1/2 (ERK1/2) signalling. Phosphoprotein enriched in astrocytes (PEA-15) is a ubiquitously expressed protein, capable of sequestering ERK1/2 in the cytoplasm and inhibiting cell proliferation. This and other functions of PEA-15 are regulated by its phosphorylation status. In this study, the relevance of PEA-15 phosphorylation state for cisplatin sensitivity of ovarian carcinoma cells was examined. The results of MTT-assays indicated that overexpression of PEA-15AA (a non-phosphorylatable variant) sensitised SKOV-3 cells to cisplatin. Phosphomimetic PEA-15DD did not affect cell sensitivity to the drug. While PEA-15DD facilitates nuclear translocation of activated ERK1/2, PEA-15AA acts to sequester the kinase in the cytoplasm as shown by Western blot. Microarray data indicated deregulation of thirteen genes in PEA-15AA-transfected cells compared to non-transfected or PEA-15DD-transfected variants. Data derived from The Cancer Genome Atlas (TCGA) showed that the expression of seven of these genes including *EGR1* (early growth response protein 1) and *FLNA* (filamin A) significantly correlated with the therapy outcome in cisplatin-treated cancer patients. Further analysis indicated the relevance of nuclear factor erythroid 2-related factor 2/antioxidant response element (Nrf2/ARE) signalling for the favourable effect of PEA-15AA on cisplatin sensitivity. The results warrant further evaluation of the PEA-15 phosphorylation status as a potential candidate biomarker of response to cisplatin-based chemotherapy.

## 1. Introduction

Platinum-based drugs have been used to treat ovarian cancer since the late 1970s and cisplatin, followed by carboplatin-based combinations, has been the standard of care for over 15 years. As most patients relapse and ultimately succumb to ovarian cancer, new strategies are urgently required to improve survival. Cisplatin is believed to exert its cytotoxic effects via its interaction with DNA and formation of DNA adducts, primarily intrastrand crosslinks. This initiates signal transduction pathways involving among others Ataxia Telangiectasia Mutated (ATM) protein, p53, p73 and mitogen-activated protein kinases (MAPK), eventually resulting in cancer cell apoptosis [1]. However, DNA damage-mediated apoptotic signals can be diminished leading to the development of resistance, which represents a major restraint of cisplatin-based chemotherapy [2].

Among the constituents of DNA damage signalling, mitogen-activated protein kinases (MAPKs) are of particular interest for their diverse functions in modulating cell death machineries. MAPKs are a family of structurally-related serine/threonine protein kinases that coordinate various extracellular stimuli to regulate cell growth and survival [3,4,5]. There are three major subfamilies of MAPKs: extracellular signal-regulated kinase (ERK1/2), stress-activated protein kinase (SAPK)/c-Jun N-terminal kinase (JNK) and p38 MAPK [2].

ERK1 and ERK2 are homologous isoforms that share the same substrate specificity in vitro [6]. These 44- and 42-kDa proteins that phosphorylate a multitude of protein substrates [7,8] share 85% of amino acid identity. In resting conditions, ERK1/2 is anchored in the cytoplasm by its association with MEK1/2 [9], the microtubule network [10] or with phosphatases, which contain a nuclear export signal (NES) [11]. Upon stimulation, ERK1/2 becomes phosphorylated at threonine and tyrosine residues resulting in its separation from MEK1/2. Then ERK1/2 translocates into the nucleus by passive diffusion of the monomer [12], active transport of the dimer [13] or by a direct interaction of ERK1/2 with the nuclear pore complex [14]. Upon translocation, activated ERK1/2 phosphorylates the ternary complex factors Elk-1, Sap-1a and TIF-IA (growth dependent transcription initiation factor) [15,16,17]. Phosphorylation of Elk-1 enhances transcription of growth-related proteins, such as c-Fos [18].

Phosphoprotein enriched in astrocytes -15 kDa (PEA-15) is a small scaffold protein, ubiquitously expressed and highly conserved among mammals [19,20,21]. It is involved in the regulation of several cellular functions, including glucose metabolism, cell proliferation, apoptosis and survival [22]. Its expression has been shown to be elevated in tumours, including human glioma and mammary carcinomas [23,24], and in cell lines derived from human larynx, cervix and skin tumours [24,25]. PEA-15 may function as a tumour promoter or suppressor, regulating both proliferation and apoptosis [26].

PEA-15 has two phosphorylation sites at Ser104 and Ser116 and is preferentially phosphorylated by protein kinase C (PKC) at Ser104 and by calcium/calmodulin-dependent protein kinase II (CaMKII) or Akt at Ser116 [20,27,28]. PEA-15 can bind both ERK1/2 and phosphorylated ERK1/2 (p-ERK1/2) with equal affinity [29]. PEA-15 phosphorylation releases ERK1/2 resulting in its translocation to the nucleus and activation of the nuclear transcription factor Elk-1 as well as other transcription factors promoting cell proliferation. As PEA-15 has a nuclear export sequence, it is almost exclusively confined to the cytoplasm [30]. PEA-15-mediated cytoplasmic sequestration of ERK1/2 was reported to suppress tumourigenicity in ovarian cancer by diminishing the activity of Elk-1 [31]. Another study found that PEA-15 expression inhibited cell proliferation by autophagy involving ERK1/2 activation [32]. The functions of PEA-15 are tightly regulated by its phosphorylation status [22]. The impact of PEA-15 phosphorylation was investigated by Lee et al. [33] in ovarian cancer tissue samples revealing that tissues from high-grade ovarian tumour were significantly more likely than adjacent normal tissues to express PEA-15 phosphorylated at both sites. The authors used phosphomimetic and non-phosphorylatable PEA-15 mutants where the two serine residues of PEA-15 at 104 and 116 positions were either replaced by two aspartic acid (PEA-15DD) or two alanine (PEA-15AA) residues, respectively. The non-phosphorylatable PEA-15AA exerted a more pronounced antitumourigenic effect in ovarian cancer than did the phosphomimetic PEA-15DD [33]. To study the role of PEA-15 phosphorylation in paclitaxel sensitivity in ovarian cancer, PEA-15AA and PEA-15DD were overexpressed in SKOV-3.ip1, OVTOKO and HEY cells. All three cell lines showed enhanced sensitivity to paclitaxel when phosphomimetic PEA-15DD was overexpressed, while nonphosphorylatable PEA-15AA augmented resistance to paclitaxel [34].

The aim of this work was to investigate the influence of PEA-15 and its phosphorylation status on cisplatin sensitivity in ovarian carcinoma cells. We show that the non-phosphorylatable PEA-15AA sensitises ovarian cancer cells to cisplatin. The results warrant further evaluation of the phosphorylation state of PEA-15 in order to consider it as a potential biomarker of tumour sensitivity to cisplatin.

## 2. Materials and Methods

### 2.1. Chemicals

3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) was purchased from AppliChem (Darmstadt, Germany), dimethylsulfoxide (DMSO) was ordered from Riedel-de Haën, (Seelze, Germany), bovine serum albumin (BSA), all-trans-retinoic acid and cisplatin were obtained from Sigma-Aldrich (Steinheim, Germany), foetal calf serum, penicillin-streptomycin solution, IMDM^TM^ Medium, trypsin-EDTA solution were ordered from PAN^TM^ Biotech (Aidenbach, Germany) and ultrapure water was obtained using a Purelab Plus ^TM^ system from ELGA Labwater (Celle, Germany).

### 2.2. Cell Lines and Cell Culture

The SKOV-3 ovarian carcinoma cell line (ATCC^®^ HTB77^TM^) was from American Type Culture Collection (ATCC). The cisplatin-resistant ovarian carcinoma cell line EFO27^r^CDDP^2000^ was derived from the Resistant Cancer Cell Line (RCCL) collection (www.kent.ac.uk/stms/cmp/RCCL/RCCLabout.html). Cell backups were frozen with 10% DMSO. Cells were grown as monolayers in IMDM^TM^ medium supplemented with 10% foetal calf serum, 100 IU/mL penicillin, 0.1 mg/mL streptomycin in a humidified atmosphere containing 5% CO_2_. The medium of EFO27^r^CDDP^2000^ cells was supplemented with 2 µg/mL cisplatin. Every ten passages a new backup of cells was thawed in order to avoid alterations in cell features during cultivation.

### 2.3. Plasmid Transfection

Cells were transfected with plasmids of interest using K2^®^ transfection system (Biontex Laboratories GmbH, Munich, Germany) according to the manufacturer’s instruction. Plasmids used in this study include three DNA constructs of pcDNA3-HAR36 containing two mutated PEA-15 protein versions and the empty vector. These plasmids were kindly provided by Prof. Naoto T. Ueno (Breast Medical Oncology, MD Anderson Cancer Center, University of Texas, Houston, TX, USA). The constructs were originally made by Ramos et al. [21]. The two mutated versions of PEA-15 protein were PEA-15AA, in which two serine residues at 104 and 116 positions were replaced with two alanine (A) residues, and PEA-15DD, in which the same serine residues were replaced with aspartic acid (D). Cells were used for protein expression and chemosensitivity analysis 48 h after transfection.

### 2.4. Cell Fractionation

Nuclear/cytosol fractionation kit (Biovision Inc., Milpitas, CA, USA) was used for separating the cytosolic and the nuclear fractions of the transfected cells according to the manufacturer’s protocol. All steps of the fractionation were performed on ice. To analyse the efficiency of the fractionation, Western blot analysis was performed for each fraction (nuclear or cytosolic) as described below. As a marker for the cytosolic fraction, GAPDH was used. For the nuclear fraction, Lamin B1 was used as an indicator of the purity of the nuclear fraction. No cross-contamination was assumed when the indicator was detected only in the expected fraction.

### 2.5. Western Blot

Cells were fractionated as mentioned above or lysed in lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 0.1% SDS, 1 mM NaF, 2 mM Na_3_VO_4_, 70% NP-40, 0.5% sodium deoxycholate, 6.24 mM benzamidine and 0.5 mM PMSF, all from Sigma-Aldrich, Steinheim, Germany) for 30 min on ice. Then the cells were sonicated on ice using a sonicator with the settings: 60% power, 5 s pulse, 30 s interval, 3 pulses per sample. The suspensions were centrifuged for 5 min at 18,620× *g* at 4 °C, and the protein content in the supernatants was measured using the bicinchoninic acid assay (BCA^TM^ Protein Assay Kit, Pierce, Rockford, IL, USA) [35]. Samples containing 30 μg total protein were subjected to electrophoresis in 12% SDS-polyacrylamide gel and transferred to a PVDF membrane (Carl Roth GmbH, Karlsruhe, Germany). The membranes were blocked in 5% milk powder in TBS-T (0.2% Tween-20) for 1 h, rinsed three times with TBS-T and incubated at 4 °C overnight with primary antibodies diluted in TBS-T with 5% BSA. After washing three times with TBS-T, incubation with the secondary antibody diluted 1:1000 in TBS-T with 5% milk powder for 1.5 h followed. The monoclonal mouse antibody against UGT1A (diluted 1:1000) sc-271268, the polyclonal rabbit antibody against Nrf2 (diluted 1:500) sc-722 were from Santa Cruz Biotechnology, Heidelberg, Germany, the monoclonal mouse antibody against HA MMS-101-P (diluted 1:500) was received from Covance Inc., PA, USA. The secondary HRP-conjugated goat anti-rabbit (diluted 1:1000) SBA-4030-05 was obtained from Biozol Diagnostica Vertrieb GmbH, Eching, Germany, the rabbit polyclonal antibody against p-ERK1/2 (Thr202/Tyr204) 9101 (diluted 1:1000) was ordered from Cell Signaling Technology Europe B.V., Frankfurt (Main), Germany, and the Peroxidase AffiniPure goat anti-mouse (diluted 1:5000) 115-035-003 was from Jackson ImmunoResearch Europe Ltd., Cambridgeshire, UK. The detection was performed using a Molecular Imager ChemiDoc^TM^ XRS^+^ System from Bio-Rad Laboratories GmbH, Munich, Germany. After subsequent triple washing with TBS-T, the membranes were incubated for 30 min. with the rabbit antibody against GAPDH (GTX100118, Biozol Diagnostica Vertrieb GmbH, Eching, Germany) diluted 1:20000 or for 1 h with the rabbit polyclonal antibody to Lamin B1 (GTX-103292, Biozol Diagnostica Vertrieb GmbH, Eching, Germany) diluted 1:1000 in TBS-T with 5% BSA. After rinsing with TBS-T, the incubation with the secondary antibody and detection were performed as described above. Densitometric analysis was performed using ImageLab^TM^ 5.1 software (Bio-Rad Laboratories, Hercules, CA, USA).

### 2.6. MTT Assay

Cell sensitivity to cisplatin, retinoic acid or their combination was assessed using an MTT-based assay [36]. In brief, cells were seeded in 96-well microtiter plates (1 × 10^4^ cells/well) and allowed to attach overnight. Then medium was removed and nine subsequent dilutions of retinoic acid or cisplatin in medium were added to the cells in triplicate (100 µL/well). For the combination treatment, cisplatin dilutions each contained 20 µM retinoic acid. After 47 h of incubation, 20 µL of a 5 mg/mL MTT solution in phosphate buffered saline (PBS) was added to each well, and the cells were incubated at 37 °C for 1 h. The supernatant was discarded, and the formazan crystals formed were dissolved in 100 µL DMSO. Absorbance of the dye was measured at 570 nm with background subtraction at 690 nm using a Multiskan Ascent^®^ microtiter plate reader (Thermo Fisher Scientific, Langenselbold, Germany). The results were analysed and the pEC_50_ values (pEC_50_ = -log EC_50_, EC_50_ = half maximal effective concentration) were estimated for each independent experiment with the GraphPad Prism^TM^ 6 analysis software package (GraphPad Software, San Diego, CA, USA) using non-linear regression (sigmoidal dose response, variable slope). The mean pEC_50_ values were calculated from the results of several independent experiments and used for the determination of the respective EC_50_ values.

### 2.7. cDNA Microarray Analysis

SKOV-3 cells were transfected with PEA-15-HA- (empty vector, EV), PEA-15AA- or PEA-15DD-containing plasmids, respectively, as described above. Twenty-four hours after transfection, cells were treated with 15 µM cisplatin (this concentration corresponds to the EC_50_ of cisplatin in EV-transfected cells as measured after 48 h of incubation) for 24 h and then the total RNA of the cells was extracted using my-Budget RNA mini kit following the instructions provided by the manufacturer. Next generation transcriptome-wide gene-level expression profiling using Clariom^TM^ S assay was performed by Life and Brain GmbH (Bonn, Germany). The microarray data have been deposited into the Gene Expression Omnibus database under the accession number GSE144041.

The raw data of the array were collected as CEL files and analysed using the Transcriptome Analysis Console (TAC 4.1, Thermofisher Scientific, Waltham, MA, USA) software. The gene expression was analysed with the Gene Level Signal Space Transformation-Robust Multi-Chip Analysis (SST-RMA) summarization method. Data obtained from the microarray were normalised by the robust multiarray average method [37]. A probe set was considered expressed if ≥50% samples had DABG (Detected Above Background) values below DABG threshold (*p* < 0.05). Statistical significance of the differences in gene expression was analysed using Limma [38]. Differential expression was assumed at a *p* value <0.05 and a fold change in expression ≥2 or ≤−2.

### 2.8. Correlation of Tumour Gene Expression Levels with the Survival of Cisplatin-Treated Patients in The Cancer Genome Atlas (TCGA)

Gene expression data from patient tumours was derived from The Cancer Genome Atlas (TCGA) [39,40] via the GDC Data Portal (https://portal.gdc.cancer.gov). The Bioconductor R package TCGAbiolinks was used to obtain corresponding clinical data. Tumour gene expression data and cisplatin response data were available for 779 patients representing 23 different cancer types (adrenocortical carcinoma, *n* = 2; bladder urothelial carcinoma, *n* = 78; breast invasive carcinoma, *n* = 2; cervical squamous cell carcinoma and endocervical adenocarcinoma, n = 122; cholangiocarcinoma, *n* = 4; lymphoid neoplasm diffuse large b-cell lymphoma, *n* = 2; oesophageal carcinoma, *n* = 14; glioblastoma multiforme, *n* = 7; head and neck squamous cell carcinoma, *n* = 94; kidney renal papillary cell carcinoma, *n* = 1; liver hepatocellular carcinoma, *n* = 4; lung adenocarcinoma, *n* = 84; lung squamous cell carcinoma, *n* = 72; mesothelioma, *n* = 34; ovarian serous cystadenocarcinoma, *n* = 115; pancreatic adenocarcinoma, *n* = 2; sarcoma, *n* = 3; skin cutaneous melanoma, *n* = 9; stomach adenocarcinoma, *n* = 44; testicular germ cell tumours, *n* = 53; thymoma, *n* = 5; uterine corpus endometrial carcinoma, *n* = 21; uterine carcinosarcoma, *n* = 7). Overall survival (OS) was defined as days to last follow-up or death as previously described [41].

Genes whose expression was undetected (FPKM = 0, FPKM – fragments per kilobase of exon model per million reads mapped) in >10% samples were removed from the investigation as previously described [42]. Patients were stratified by cancer type, and the median expression for each gene was calculated. Genes with expression values above the median were considered highly expressed, while those below the median were considered to have low expression. Patients were then re-amalgamated before being stratified by drug treatment for pan-cancer analysis.

Cox proportional hazards regression was used to calculate the hazard ratio for cohorts expressing high (above-median) vs. low (below-median) levels of a given gene. Calculations were performed using the R survminer and survival packages. *p*-values in each case are the result of a log rank (Mantel-Cox) test, which assesses whether there is a significant difference between the survival of two independent groups. Hazard ratios quoted refer to values for ‘low’ (below median) expression for each gene in the model, with values >1 indicating increased hazard (i.e., reduced OS) and values <1 indicating decreased hazard (i.e., increased OS). Multiple test correction was again performed for each of the samples (Benjamini-Hochberg method [43]). The false discovery rate (FDR) values are thresholds that indicate whether *p*-values are below or above the respective significance levels.

### 2.9. Statistical Analysis

GraphPad Prism^TM^ 6 was used for analysing and plotting the data. Protein expression data were compared using one-way ANOVA with a Holm-Sidak post-test. Unpaired *t*-test was used to compare pEC_50_ values. *p* values of <0.05 were considered significant.

## 3. Results

### 3.1. PEA-15AA Sensitised SKOV-3 Cells to Cisplatin

In order to assess if the phosphorylation status of PEA-15 affects cisplatin sensitivity, the non-phosphorylatable PEA-15AA (further AA) and the phosphomimetic PEA-15DD (further DD) were overexpressed in SKOV-3 cells by liposome-mediated transient transfection. Control cells were transfected with the empty vector (further EV). The efficiency of the transfection was confirmed by Western blot (Figure 1a). PEA-15AA overexpression significantly increased the sensitivity of SKOV-3 cells to cisplatin compared to the empty vector-transfected cells (Figure 1b). This was not the case upon PEA-15DD overexpression. The EC_50_ in SKOV-3-AA cells was lower (EC_50_ = 9.9 µM) than in SKOV-3-EV cells (14.9 µM), while SKOV-3-DD cells (EC_50_ = 14.3 µM) showed similar cisplatin sensitivity as the SKOV-3-EV controls.

In addition, we confirmed the effect of PEA-15AA on cisplatin sensitivity in the cisplatin-resistant EFO27^r^CDDP^2000^ ovarian carcinoma cell line. Non-phosphorylatable PEA-15 significantly sensitised EFO27^r^CDDP^2000^ cells to the platinum drug (Figure S1). The EC_50_ value after PEA-15AA transfection was 25.1 µM and thus lower than that of 33.1 µM in cells transfected with the empty vector. Overexpression of PEA-15DD did not have any significant effect (EC_50_ = 30.9 µM) compared to the empty-vector control.

### 3.2. PEA-15AA-Transfected SKOV-3 Cells Contain more Cytosolic p-ERK1/2 than PEA-15DD-Transfected Cells

EV-, PEA-15AA- and PEA-15DD-transfected SKOV-3 cells were fractionated to separate the nuclear and cytosolic fractions. Figure 2 presents relative expression of activated ERK in the cytosolic and nuclear fractions of the same samples following transfection with different mutants of PEA-15, loaded on the same gel. In SKOV-3-AA cells, the cytosolic fraction contained more p-ERK1/2 than the corresponding nuclear fraction of the same cell lysate, while in SKOV-3-DD cells the opposite was observed (Figure 2). This provides a proof of concept that PEA-15 unphosphorylated at both Ser104 and Ser116 (PEA-15AA) retains p-ERK1/2 in the cytoplasm of SKOV-3-AA cells while the phosphomimetic PEA-15DD does not keep p-ERK1/2 in the cytoplasm, promoting an increase in p-ERK1/2 nuclear accumulation in SKOV-3-DD cells.

### 3.3. Differentially Expressed Genes in Transfected Cells

As PEA-15 has many other functions inside the cells beside controlling ERK1/2 localisation, a microarray analysis was warranted to identify genes, which may account for enhanced cisplatin sensitivity in PEA-15AA-transfected cells. 

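RNA was measured in SKOV-3 cells, a human ovarian carcinoma line, that carried the empty vector (SKOV-3-EV), a PEA-15 mutant that cannot be phosphorylated (SKOV-3-AA) or a phosphomimetic PEA-15 mutant (SKOV-3-DD). Cells of each transfection stayed untreated or received 15 µM cisplatin for 24 h, and treatment began 24 h after transfection. These 6 groups held 3 arrays each, and the 18 arrays limit the precision of every value by their number.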

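The values used here are the log2 signals that the authors deposited, with 1 value per probe set and array. The authors normalized the arrays between each other and summarised them by SST-RMA in Transcriptome Analysis Console 4.1, and detection calls were not used here. Leaving out control features left 21448 probe sets, of which 17709 carried a gene symbol in the probe annotation used here and 3739 carried none. The median signal per array lay between 6.53 and 6.61 in untreated cells and between 6.33 and 6.44 in cisplatin-treated cells, a difference of -0.20 on the log2 scale. The median change of all probe sets after cisplatin was nevertheless positive, at 0.12 in SKOV-3-EV, 0.09 in SKOV-3-AA and 0.04 in SKOV-3-DD cells, and values are given as deposited unless the text says that arrays were centred on their medians. The median of the negative control features per array lay at 3.57 to 3.69 in untreated and at 3.70 to 3.92 in treated cells, and genes near that level cannot be told from background.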

Clariom^TM^ S assay was performed to analyse the differences in gene expression in untreated and cisplatin-treated SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells. 

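Changes were estimated with limma over all 18 arrays, as the difference between the mean log2 signals of 2 groups of 3 arrays. The counts use the study's thresholds, an unadjusted p under 0.05 and a change of at least 2-fold, and a second count uses a Benjamini-Hochberg adjusted p under 0.05 with the same fold. The paper's Table 1 and its overlap counts are met exactly with another group average, Tukey's biweight, chosen after the data were seen. The counts from group means given here differ from the paper's. "Rose" and "fell" are used for genes at an adjusted p under 0.05. The comparisons, 26 gene lists, the rule for the genes named and the alternatives tried were set before the data were examined, apart from those named in the closing section as chosen later. Of these lists, 24 had at least 5 measured members and were tested with limma's camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the arrays. No source used here states that the 3 replicates of a group came from separate cultures, so every p measures only the spread between these arrays.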

Genes were considered to be differentially expressed when the fold change was ≥2 and the *p* value was <0.05. 

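The genes with the largest changes after cisplatin, named under a rule that asks for no overlap between treated and untreated arrays, show the size of the response. SNAI1, a transcription factor of epithelial-mesenchymal transition, had log2 signals of 4.29 to 5.57 in the 9 untreated arrays and of 11.64 to 12.39 in the 9 treated arrays. CDKN1A, which encodes the cell cycle inhibitor p21, lay at 5.85 to 7.35 and at 11.45 to 12.28. H2BC14, a replication-dependent histone gene, moved the other way, from 14.32 to 14.71 in untreated cells to 7.55 to 10.30 after cisplatin. In a principal component analysis of all probe sets, the first component held 77.4% of the variance and separated the treatments, and the second held 4.51%. Average-linkage clustering gave a cluster of 9 untreated and a cluster of 9 treated arrays, with 0 clusters that mixed the treatments. Grouping by transfection did not pass a permutation test: it held 29.0% of the variance among untreated arrays (exact permutation test over 280 splits, p = 0.104, where the smallest possible is 0.00357) and 25.7% among treated arrays (exact permutation test, p = 0.364). Replicates 2 and 3 of cisplatin-treated SKOV-3-DD cells lay farthest from their group mean, at root mean square distances of 0.305 and 0.311 on the log2 scale, against 0.144 to 0.148 for untreated SKOV-3-AA arrays.

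**Figure D1:**
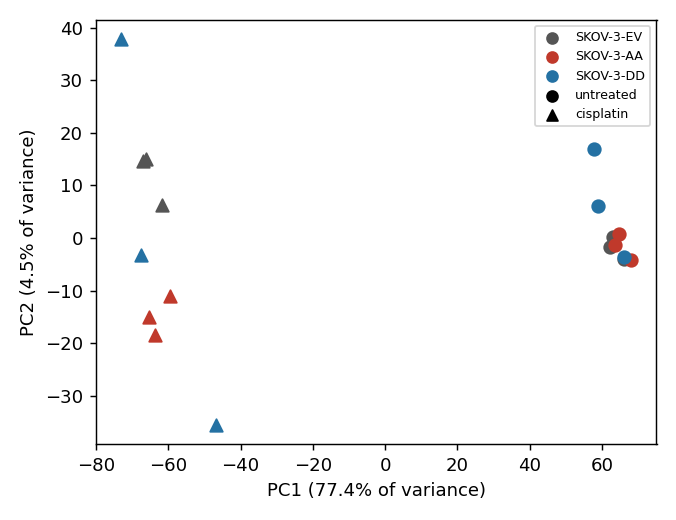
Principal component analysis of the 18 arrays, with the first component (77.4% of the variance) on the x axis and the second (4.51%) on the y axis. Colours mark the transfection, circles untreated and triangles cisplatin-treated cells; the 9 circles and the 9 triangles stand on opposite sides of the x axis range.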

The resulting heat map of regulated genes shows clear clustering between treatment conditions (Figure 3).

Table 1 shows the number of differentially expressed genes in EV-, PEA-15AA- and PEA-15DD-transfected cells after cisplatin exposure and in untreated transfected cells. Prior to cisplatin exposure, only three genes were differentially regulated between untreated SKOV-3-EV and untreated SKOV-3-AA. 

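EGR1, a transcription factor gene that ERK1/2 signalling induces, was lower in untreated SKOV-3-AA than in untreated SKOV-3-EV cells. Its log2 signal was 10.49 ± 0.57 (SD, n = 3) against 11.69 ± 0.26 (SD, n = 3), a log2 fold change of -1.20 (SE 0.23), and it passed the study's thresholds with 1 further probe set that carries no symbol. NAV3, named by the paper, had a log2 fold change of -0.89 (SE 0.21) and GPRC5C, an orphan receptor gene, of 0.70 (SE 0.31). Of 24 ERK-responsive genes, 21 had a lower mean in SKOV-3-AA cells, with a median log2 fold change of -0.28, and DUSP5 (-0.51), SPRY4 (-0.48) and FOSL1 (-0.34) followed EGR1. Of 20 senescence-associated secreted factors, 17 had a lower mean, with a median of -0.36, among them HBEGF (-0.69), CXCL8 (-0.66), IL1A (-0.62) and TNFAIP3 (-0.59). TNFAIP3, a member of this list, does not itself encode a secreted factor. As lists, both were lower than the other genes (adjusted p = 5.5e-12 each from camera, and adjusted p = 0.0027 and 0.0036 with an estimated correlation). Cholesterol synthesis genes were higher as a list, 16 of 19 with a median of 0.12 (adjusted p = 0.0024 from camera, and adjusted p = 0.016 with an estimated correlation), with INSIG1 at 0.40 and MVD at 0.35. NRF2 targets were higher as a list, 20 of 27 with a median of 0.075 (adjusted p = 0.041, but adjusted p = 0.072 with an estimated correlation), and 16 of 23 integrated stress response genes were lower with a median of -0.10 (adjusted p = 0.012, but adjusted p = 0.77 with an estimated correlation). Among single genes, limma gave 0 at an adjusted p under 0.05 with a 2-fold change and 662 probe sets at an unadjusted p under 0.05, and the lowest adjusted p was 0.22, while its trend and robust options gave 2 at an adjusted p under 0.05. The 662 are 3.09% of the probe sets, against 5.05% of unchanged genes in simulated arrays, so this count shows no excess over chance. Adjusted over the list alone, 1 ERK-responsive gene, 8 secreted factors and 1 stress response gene were lower, and 1 gene of the AHR target list was higher. The 2 probe sets past the study's thresholds became 4 without SKOV-3-EV replicate 1, 4 without SKOV-3-AA replicate 1, 4 without SKOV-3-AA replicate 2 and 1 without SKOV-3-AA replicate 3. That replicate 3 had an EGR1 signal of 9.89, against 11.03 and 10.54 in replicates 1 and 2, and without it EGR1 itself stayed under 2-fold. Leaving out SKOV-3-EV replicate 1 raised the adjusted p of the cholesterol list to 0.0791 and of the NRF2 list to 0.0541 (0.215 without SKOV-3-EV replicate 2, 0.233 without SKOV-3-AA replicate 3, 0.0525 with a replicate block and 0.0832 with only the groups compared), while the stress response list reached 0.0953 without SKOV-3-AA replicate 2.

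**Figure D2:**
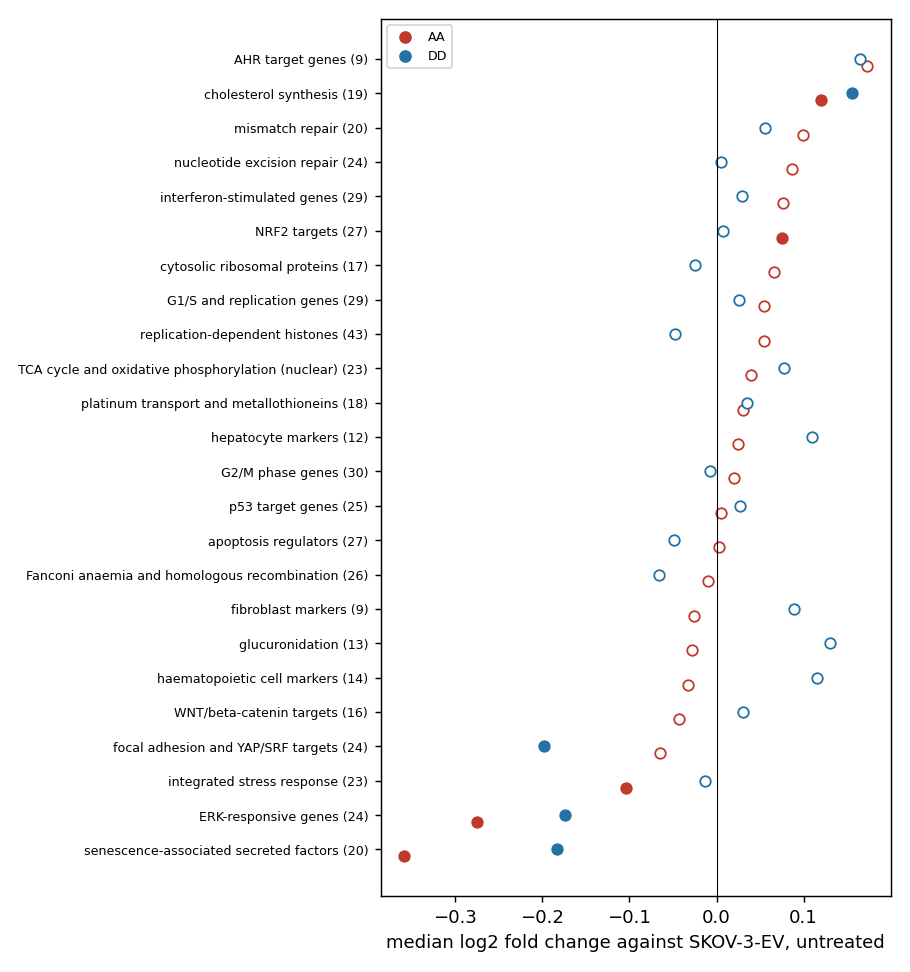
Median log2 fold change against untreated SKOV-3-EV cells (x axis) for each gene list (y axis, members in brackets), in untreated SKOV-3-AA and SKOV-3-DD cells. Filled points are lists at an adjusted p under 0.05 from camera and open points are not; the ERK-responsive genes lie at -0.28 in SKOV-3-AA and at -0.17 in SKOV-3-DD cells.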

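EGR1 was also lower in untreated SKOV-3-DD than in untreated SKOV-3-EV cells, with a log2 fold change of -1.25 (SE 0.23), and differed little between SKOV-3-AA and SKOV-3-DD cells, at 0.05. Of the ERK-responsive genes, 22 of 24 had a lower mean in SKOV-3-DD than in SKOV-3-EV cells, with a median of -0.17, and SPRY4 (-0.88), SPRY2 (-0.62) and DUSP1 (-0.50) stood beside EGR1, while FOSB lay at 0.27. The list was lower than the other genes (adjusted p = 2.8e-09 from camera, and adjusted p = 0.0074 with an estimated correlation), and 5 members were lower when adjusted over the list alone. Genes of focal adhesion and targets of YAP and SRF had a median of -0.20, with ZYX and CCN2 at -0.53 (adjusted p = 0.0062 from camera, but adjusted p = 0.53 with an estimated correlation). Secreted factors had a median of -0.18, with CXCL1 at -0.57 (adjusted p = 0.0044, but adjusted p = 0.24 with an estimated correlation), and cholesterol synthesis genes of 0.16, with INSIG1 at 0.47 and SQLE at 0.38 (adjusted p = 0.012, but adjusted p = 0.068 with an estimated correlation). Between SKOV-3-AA and SKOV-3-DD cells the secreted factors had a median of -0.18, with 16 of 20 lower (adjusted p = 0.037, but adjusted p = 0.59 with an estimated correlation). In SKOV-3-DD against SKOV-3-EV cells 7 probe sets passed the study's thresholds, 5 higher and 2 lower, and EGR1 was the only 1 with a symbol, while the 3 probe sets in SKOV-3-AA against SKOV-3-DD cells carried none. At an adjusted p under 0.05 with a 2-fold change limma gave 0 in both comparisons, against 1173 and 856 probe sets at an unadjusted p under 0.05, and with its trend and robust options 1 and 0. The 1173 and 856 are 5.47% and 3.99% of the probe sets, near or below the 5.05% of unchanged genes in simulated arrays. The 7 became 12 without SKOV-3-EV replicate 1 and 40 without SKOV-3-DD replicate 1, and the 3 became 38 without SKOV-3-DD replicate 1, 1 without SKOV-3-DD replicate 3, 5 without SKOV-3-AA replicate 2 and 6 without SKOV-3-AA replicate 3. In SKOV-3-DD against SKOV-3-EV cells single arrays also decided list calls: the secreted factors reached an adjusted p of 0.0869 without SKOV-3-DD replicate 1, the focal adhesion list 0.0521 without SKOV-3-EV replicate 3 and 0.175 without SKOV-3-DD replicate 2, and the cholesterol list 0.177 without SKOV-3-EV replicate 1, 0.0946 without SKOV-3-DD replicate 1 and 0.0516 without SKOV-3-DD replicate 3. Between SKOV-3-AA and SKOV-3-DD cells the secreted factors reached 0.0691 without SKOV-3-AA replicate 1, 0.0998 without SKOV-3-AA replicate 2, 0.104 without SKOV-3-DD replicate 1 and 0.185 without SKOV-3-DD replicate 3. Over all probe sets the changes of both mutants against SKOV-3-EV cells correlated at 0.488 across genes, which are not independent replicates, and the SKOV-3-EV arrays that both share give 0.484 to 0.516 in simulated arrays with no difference.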

Between SKOV-3-EV and SKOV-3-DD, the number of differentially expressed genes was 18, while for SKOV-3-AA and SKOV-3-DD the number was 10. Following cisplatin treatment, 4430 genes were differentially regulated in EV-transfected cells, while in PEA-15AA- and PEA-15DD-transfected cells the numbers were 4196 and 4110, respectively.

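Among the genes that the naming rule admits, SNAI1 and ZNF280A rose most after cisplatin in all 3 transfections. SNAI1 rose by 6.87 on the log2 scale in SKOV-3-EV, 6.92 in SKOV-3-AA and 7.39 in SKOV-3-DD cells (SE 0.28), ATF3 by 5.14, 5.34 and 5.53 (SE 0.13), and ID2 by 5.44, 5.17 and 5.51 (SE 0.20). NR4A2 rose by 4.90, 5.58 and 5.25 (SE 0.21), from untreated signals of 3.46 to 4.37. These reach down to the negative controls, so that the size of its rises is uncertain. CDKN1A rose by 4.74, 5.17 and 5.41 (SE 0.26), ZNF280A by 6.86, 6.63 and 6.65 (SE 0.13) and OSR2 by 4.83, 4.99 and 5.08 (SE 0.22). The untreated signals of OSR2, 4.17 to 4.84, lay above the medians of the negative controls, but the spread of these controls is not given here. The size of its rises is therefore uncertain too, and so is that of SNAI1, whose untreated signals began at 4.29. Among the 10 highest of single transfections, FOS rose by 4.60 and PMAIP1, a BH3-only apoptosis gene, by 4.50 in SKOV-3-EV cells, HBEGF by 5.00 in SKOV-3-AA cells, PTGS2 by 4.82 in SKOV-3-DD cells, and NR4A1 by 5.48 in SKOV-3-AA and 4.77 in SKOV-3-DD cells. H2BC14 changed by -5.64, -4.90 and -5.45 (SE 0.46), the fatty acid elongase gene ELOVL6 by -5.09, -4.64 and -4.47 (SE 0.24), the receptor gene NRP1 by -4.50, -5.00 and -4.73 (SE 0.23), RIN2 by -4.48, -4.49 and -4.62 (SE 0.27) and TMEM117 by -4.26, -4.67 and -4.79 (SE 0.16). Among the 10 lowest of single transfections were PDE7B (-4.59), GPR39 (-4.43), CTBP2 (-4.42), INTS9 (-4.27) and SLX4IP (-4.24) in SKOV-3-EV cells, CDH6 (-4.92), RPTOR (-4.58), CHST11 (-4.52), SAMD12 (-4.48) and EFNA5 (-4.37) in SKOV-3-AA cells, and CDH6 (-4.33), RPTOR (-4.29), PDE7B (-4.13), TSPAN5 (-4.09) and UVRAG (-4.08) in SKOV-3-DD cells. The 13 different genes among the highest had a median genomic span of 8.29 kb (GRCh38.p14) and the 17 among the lowest of 229.8 kb. Over 17687 genes, the Spearman correlation between span and change was -0.44 in SKOV-3-EV, -0.45 in SKOV-3-AA and -0.44 in SKOV-3-DD cells. The study's thresholds were passed by 4317 probe sets in SKOV-3-EV cells (1513 higher, 2804 lower), 4147 in SKOV-3-AA cells (1510 higher, 2637 lower) and 3955 in SKOV-3-DD cells (1442 higher, 2513 lower), and 4315, 4146 and 3953 of them also had an adjusted p under 0.05. The split between higher and lower depends on the scaling: 35.1%, 36.4% and 36.5% were higher in the values as deposited, 45.3%, 45.0% and 45.5% after quantile normalization and 53.2%, 53.0% and 50.7% after centring each array on its median, which also raised the median change of all probe sets to 0.33, 0.30 and 0.22. At an adjusted p under 0.05 without the 2-fold limit, over all transfections 7826 probe sets were higher and 6163 lower. The medians of the negative controls lay 0.19 higher in treated than in untreated arrays. Small rises of probe sets near background therefore cannot be told from a rise of background.

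**Figure D3:**
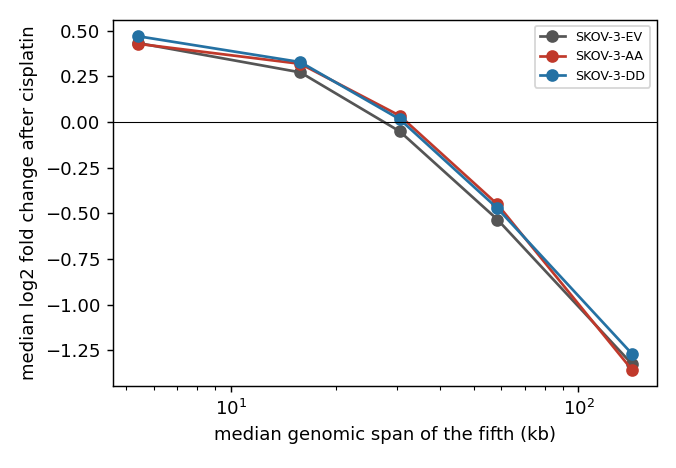
Median log2 fold change after cisplatin (y axis) in 5 equal groups of genes by genomic span (x axis, kb), in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells. Only the 9442 genes in the upper part of the signal range are shown. Over all transfections the median goes from 0.45 in the shortest to -1.31 in the longest group.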

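Most replication-dependent histone genes fell after cisplatin: over all transfections 38 of 43 fell and 2 rose, with a median log2 fold change of -1.24, or -1.04 after centring each array on its median. Linker histone genes H1-5 (-3.56), H1-3 (-3.07) and H1-2 (-2.74) were among them. Of 30 G2/M phase genes 24 fell and 3 rose (median -1.0, or -0.80 after median centring), with the mitotic genes KIF11 at -1.86, CENPF at -1.79, BUB1B at -1.71 and BUB1 at -1.60, against UBE2C at 0.75 and NEK2 at 0.74. Of 29 genes of the G1/S transition and replication 18 rose and 9 fell (median 0.42, or 0.62 after median centring), with CCNE1 at 3.37, CCNE2 at 2.59, E2F1 at 2.36 and UNG at 2.06, against the polymerase genes POLA1 at -1.60 and PRIM1 at -1.51. Of 24 ERK-responsive genes 18 rose and 6 fell (median 1.33), with DUSP6 at 3.82 and DUSP1 at 3.40, which encode phosphatases of MAP kinases, against SPRY1 at -2.90 and SPRED2 at -1.71. Of 20 secreted factors 15 rose and 2 fell (median 1.13), with CCL20 at 4.15, IL6 at 3.11 and CXCL8 at 2.86, against MMP1 at -2.56. Of 23 integrated stress response genes 15 rose and 6 fell (median 1.06), with DDIT3 at 3.69, PPP1R15A at 2.47 and STC2 at 2.04, against VLDLR at -2.63 and DDIT4 at -1.56. Of 17 measured ribosomal protein genes 11 rose and 0 fell (median 0.36), with RPL27 at 1.00 and RPLP1 at 0.87. Their median genomic span was 4.687 kb. Genes of 0.057 to 10.25 kb in the upper part of the signal range had a median change of 0.45. By their median, the ribosomal genes thus did not rise more than these short genes. The list tests did not take gene length into account. Of 26 genes of the Fanconi anaemia pathway and homologous recombination 18 fell and 6 rose (median -0.90), with FANCC at -3.72, RAD51B at -2.91 and RAD50 at -1.85, against PALB2 at 1.46 and UBE2T at 1.44. Of 25 p53 target genes 13 rose and 6 fell (median 0.36, adjusted p = 0.0566 from camera), with GADD45A at 3.48, PLK3 at 2.50 and AEN at 2.04, against POLH at -0.93 and DDB2 at -0.48. Adjusted over the list alone the counts were the same, except that 3 histone genes rose. As lists, the histones (adjusted p = 9.1e-12), G2/M genes (1.4e-06), secreted factors (1.1e-04), ERK-responsive genes (2.0e-04), ribosomal proteins (0.0043), stress response genes (0.0073), Fanconi genes (0.012) and G1/S genes (0.046) passed the test of camera. None of the 8 passed with an estimated correlation: adjusted p = 0.157 for the histones, 0.130 for the secreted factors and the ERK-responsive genes, 0.524 for the G2/M and ribosomal genes, 0.567 for the stress response and 0.679 for the Fanconi and G1/S genes. The call of the G1/S genes ended without SKOV-3-EV cisplatin replicate 3 (adjusted p = 0.0625), SKOV-3-DD cisplatin replicate 3 (0.0873) or untreated SKOV-3-DD replicate 2 (0.0635), and after median centring (0.111), with a replicate block (0.0574) or with array weights chosen after the data were seen (0.0617). That of the Fanconi genes ended after quantile normalization (0.0681) and without probe sets under the 25th percentile (0.061) or the median (0.295) of signal.

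**Figure D4:**
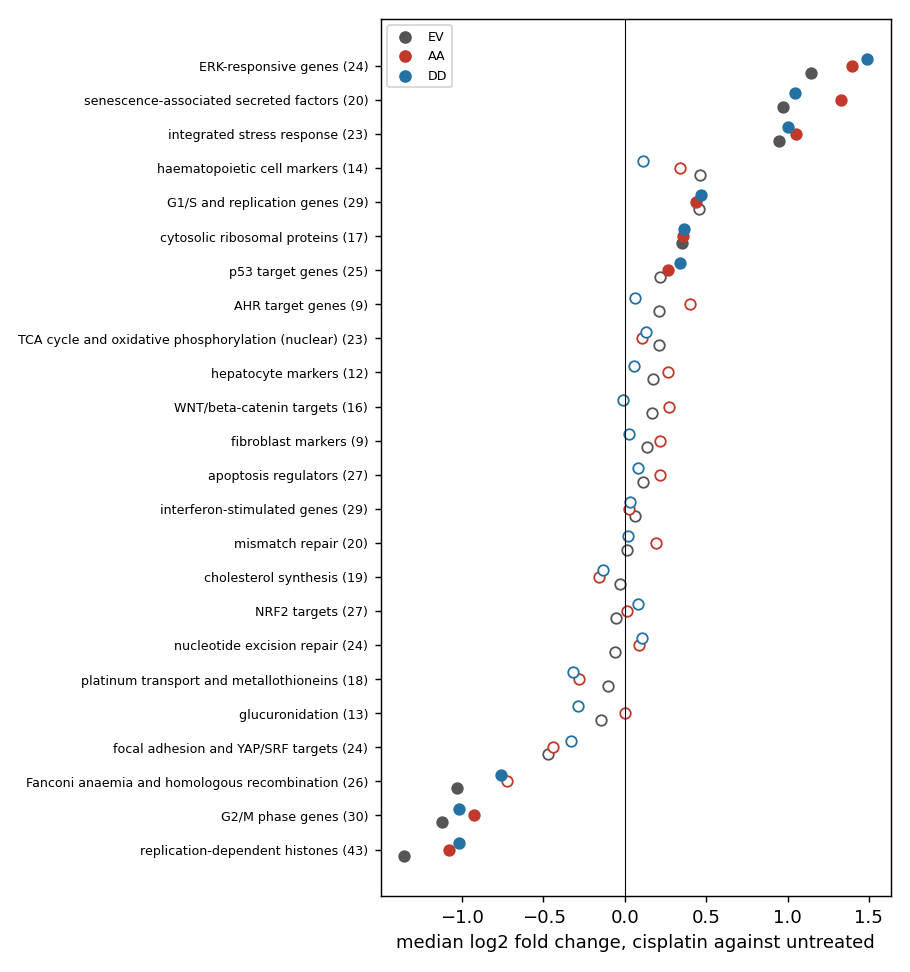
Median log2 fold change after cisplatin (x axis) for each gene list (y axis, members in brackets) in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells. Filled points are lists at an adjusted p under 0.05 from camera and open points are not; over all transfections the histone genes have a median of -1.24 and the ERK-responsive genes of 1.33.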

### 3.4. Correlation of Genes Differentially Expressed in the Comparisons Untreated SKOV-3-AA vs. SKOV-3-EV and SKOV-3-AA vs. SKOV-3-DD Cells with the Survival of Cisplatin-Treated Patients in The Cancer Genome Atlas (TCGA)

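Of the genes that Table 2 names, 10 carry a symbol in the probe annotation used here, and the values given here are those of the probe sets with these symbols. Whether they are the probe sets behind Table 2 is not given in the sources used here, and probe sets without a symbol are not assigned to genes. With Tukey's biweight group averages, chosen after seeing the values, such probe sets had the fold changes that Table 2 gives for TIPARP (-2.19), PRKG1 (-2.00), RBM26 (-2.42) and MAVS (-2.24). This argues that Table 2 rests on other probe sets for these genes. The values of TIPARP, PRKG1, RBM26 and MAVS given here therefore do not speak against the paper's. NAV3 had a log2 signal of 6.05 ± 0.16 (SD, n = 3) in SKOV-3-AA and 6.94 ± 0.36 (SD, n = 3) in SKOV-3-EV cells, and GPRC5C of 6.78 ± 0.22 (SD, n = 3) and 6.07 ± 0.48 (SD, n = 3). Against SKOV-3-DD cells, ELFN2 was at 8.32 ± 0.18 (SD, n = 3) and 7.59 ± 0.58 (SD, n = 3), a log2 fold change of 0.73 (SE 0.22), and the long non-coding RNA LINC01630, which has the gene identifier of the LOC100287225 of Table 2, at 4.91 ± 0.23 (SD, n = 3) and 5.69 ± 0.60 (SD, n = 3), a change of -0.78 (SE 0.26). GTSF1L was at 4.66 ± 0.29 (SD, n = 3) and 5.25 ± 0.68 (SD, n = 3), a change of -0.59 (SE 0.28). TIPARP, which encodes a mono-ADP-ribosyltransferase, had a change of 0.09 (SE 0.19), MAVS, an adaptor of antiviral signalling, of 0.14 (SE 0.18), RBM26 of -0.02 (SE 0.13) and the kinase gene PRKG1 of 0.01 (SE 0.16), the last at a signal of 3.09 near the negative controls. After cisplatin, MAVS fell by 2.24, 1.81 and 1.55 on the log2 scale in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells, ELFN2 by 2.15, 1.99 and 1.48, NAV3 by 2.57, 1.54 and 2.20 and RBM26 by 0.57, 0.64 and 0.73. SP1, a transcription factor gene the paper also names, fell by 1.39, 0.97 and 1.09. Between untreated groups 0 of these 10 genes had an adjusted p under 0.05 from limma.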

Next, we selected genes, which were differentially regulated in comparisons: SKOV-3-AA vs. SKOV-3-EV and SKOV-3-AA vs. SKOV-3-DD. Then we checked the expression levels of those 13 genes in the tumours of cisplatin-treated cancer patients and correlated them to patient survival (Table 2).

Patient survival is expressed as the hazard ratio at low (below median) expression of the respective gene in tumour tissue. A hazard ratio >1 means that the overall survival is reduced in patients with tumours that display low expression of the respective gene. A hazard ratio <1 indicates prolonged survival in patients, whose tumours display low expression of the respective genes. When we prepared a heatmap, in which we directly compared the effect of low expression of the investigated genes on cisplatin sensitivity or patient survival, there was substantial overlap as illustrated in Figure 4. The expression levels of nine of the eleven genes, for which gene expression data was available in the TCGA, were associated with beneficial (low EC_50_, prolonged survival) or poor (high EC_50_, shorter survival) outcome in the same way in both datasets (Table 2, Figure 4). There was a significant correlation (at a FDR of 0.2) for seven of these nine genes between their expression level in tumour tissue and patient survival: early growth response protein 1 (*EGR1*), neuron navigator 3 (*NAV3*), G Protein-Coupled Receptor Class C Group 5 Member C (*GPRC5C*), TCDD-inducible poly [ADP-ribose] polymerase (*TIPARP*), cGMP-dependent protein kinase 1 (*PRKG1*), filamin A (*FLNA*), mitochondrial antiviral-signalling protein (*MAVS*).

### 3.5. Pathway Analysis for the Genes Exclusively Regulated in SKOV-3-AA Cells Following Cisplatin Treatment

Since cisplatin treatment had a major impact on gene expression, we created a Venn diagram to define the genes exclusively regulated upon cisplatin treatment in different transfected cells. For all three cell types, 3039 differentially regulated genes were common. However, 717 genes were exclusively regulated after cisplatin exposure in SKOV-3-EV cells, while in SKOV-3-AA and SKOV-3-DD cells 444 genes and 383 genes were exclusively differentially expressed, respectively (Figure 5). 

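Genes that passed the study's thresholds in all 3 transfections moved the same way in each: of 3099 probe sets, 1004 were higher and 2095 lower after cisplatin, and 0 had mixed directions. They took in 21 of 43 histone genes, 14 of 24 ERK-responsive genes, 14 of 30 G2/M phase genes, 13 of 23 integrated stress response genes and 10 of 20 secreted factors. They also held 11 of 26 Fanconi anaemia genes, 11 of 29 G1/S genes, 11 of 24 genes of focal adhesion, 7 of 27 NRF2 targets, 6 of 25 p53 target genes and 6 of 27 apoptosis regulators. Of all tested probe sets it was 3099 of 21448, a share that the NRF2, p53 and apoptosis counts exceed by only a few genes. Lists with few members among them were nucleotide excision repair (2 of 24), mismatch repair (2 of 20), citric acid cycle and oxidative phosphorylation (1 of 23) and ribosomal proteins (0 of 17). Independent lists of the measured sizes would share 7.16 higher and 40.4 lower probe sets by chance. A further 313 probe sets passed in SKOV-3-EV and SKOV-3-AA cells alone, 285 in SKOV-3-EV and SKOV-3-DD cells and 311 in SKOV-3-AA and SKOV-3-DD cells.

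**Figure D5:**
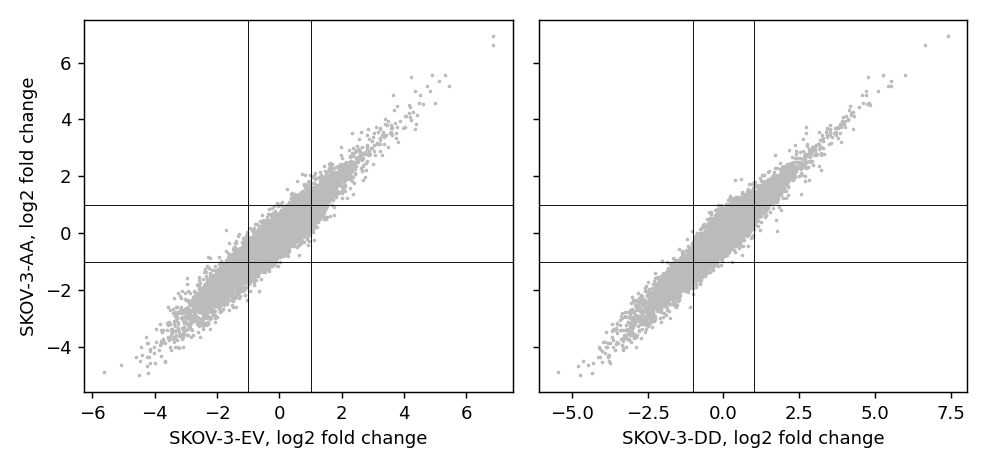
Log2 fold change after cisplatin in SKOV-3-AA cells (y axis) against SKOV-3-EV (left, x axis) and SKOV-3-DD cells (right, x axis), with 1 point per probe set and lines at the 2-fold threshold. The probe sets past the threshold in all 3 transfections, 3099 of them, lie in the upper right or the lower left corner of both plots.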

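Of 424 probe sets past the study's thresholds in SKOV-3-AA cells alone, 421 had the same direction of change in all 3 transfections. Among G1/S genes they held E2F2, with log2 fold changes of 0.38 in SKOV-3-EV, 1.22 in SKOV-3-AA and 0.52 in SKOV-3-DD cells, CLSPN (0.46, 1.01 and 0.66) and CDC6 (0.79, 1.11 and 0.74). SLC31A2, which encodes a copper transporter that the platinum transport list holds, changed by 0.55, 1.28 and 0.83, MYC by 0.82, 1.08 and 0.99, and SLC3A2, an amino acid transporter subunit, by 0.88, 1.01 and 0.88. The cytoskeletal gene VCL changed by -0.80, -1.22 and -0.91, the collagen gene COL4A1 by -0.93, -1.32 and -0.78, and NDUFA9, of respiratory complex I, by -0.36, -1.08 and -0.73. The interferon-stimulated genes IFI27 (0.96, 1.08 and 0.96) and ISG20 (0.95, 1.02 and 0.97) completed the list members, which were picked out after their values were seen. Of the 424, 191 were higher, and they held 0 of 27 measured NRF2 targets and 0 of 13 measured genes of glucuronidation, by the study's thresholds in limma, where chance would give 0.534 and 0.257, so that these counts of 0 carry no information. The isoform genes that the paper reports as downregulated in that pathway carry no symbol in the probe annotation used here, so they are not among the genes counted. The 424 probe sets had a median absolute log2 fold change of 1.10 in SKOV-3-AA cells. Counted in the direction of their change in SKOV-3-AA cells, the medians were 0.76 in SKOV-3-EV and 0.78 in SKOV-3-DD cells, where smaller values follow from the selection. Of the 424, 305 also had an adjusted p under 0.05 in both other transfections, in the same direction. A test of the difference itself, the interaction of transfection and treatment in limma, gave 0 of them at an adjusted p under 0.05, and 25 at an unadjusted p under 0.05 against both other transfections. In SKOV-3-EV cells alone 620 probe sets passed (605 with the same direction in all 3, 82 at an unadjusted interaction p under 0.05, 0 adjusted), and in SKOV-3-DD cells alone 260 (259, 11 and 0). Leaving out cisplatin-treated SKOV-3-DD replicate 3 raised the SKOV-3-DD count from 260 to 586, and array weights, chosen after the data were seen, to 400. Without probe sets under the median signal the counts in SKOV-3-AA and SKOV-3-EV cells alone were 269 and 350.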

The 444 genes that were found to be exclusively regulated in SKOV-3-AA cells upon cisplatin exposure may contribute to the increased cisplatin sensitivity in these cells. 

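In SKOV-3-AA cells after cisplatin, most ERK-responsive genes, secreted factors and stress response genes rose, and most histone and G2/M genes fell. Of 24 ERK-responsive genes 17 rose and 4 fell (5 fell when adjusted over the list alone; median 1.40), of 20 secreted factors 13 rose and 1 fell (median 1.33), and of 23 integrated stress response genes 16 rose and 4 fell (6 fell over the list alone; median 1.05). Of 43 histone genes 33 fell and 0 rose (1 rose over the list alone; median -1.08), and of 30 G2/M genes 23 fell and 3 rose (median -0.93). Of 29 G1/S genes 17 rose and 5 fell (6 fell over the list alone; median 0.43), of 25 p53 target genes 11 rose and 3 fell (median 0.27) and of 17 ribosomal protein genes 10 rose and 0 fell (median 0.36). These 8 lists passed camera at adjusted p = 3.2e-06, 5.3e-06, 3.7e-04, 1.4e-09, 1.0e-05, 0.0074, 0.0169 and 0.0169, in this order. With an estimated correlation the ERK-responsive genes kept an adjusted p = 0.0428, and the others had an adjusted p = 0.0585 (secreted factors), 0.473 (stress response and p53 targets), 0.256 (histones), 0.501 (G2/M) and 0.532 (G1/S and ribosomal proteins). The ribosomal proteins did not pass after quantile normalization (adjusted p = 0.0895). Their median of 0.36 was below the 0.43 of genes of 0.057 to 10.25 kb in the upper part of the signal range. Genes around platinum damage went both ways: of 26 Fanconi anaemia genes 6 rose and 15 fell (median -0.73, adjusted p = 0.0721), of 24 nucleotide excision repair genes 6 rose and 9 fell (8 rose over the list alone), and of 20 mismatch repair genes 6 rose and 5 fell (7 rose over the list alone). Of 18 platinum transport genes and metallothioneins 5 rose and 7 fell (median -0.28), and of 27 apoptosis regulators 9 rose and 6 fell (median 0.22), each at an adjusted p = 0.406 from camera, while both repair lists stood at 0.838. Over all transfections the apoptosis genes BCL2L11 (2.60) and CYCS (1.70) rose and BCL2L1 (-2.14) and APAF1 (-1.58) fell, ATP7A (-2.13) and LRRC8D (-1.98), of copper and platinum transport, fell and ATOX1 (1.18) rose. Among repair genes MNAT1 (-1.73), LIG1 (-1.54) and MSH3 (-1.55) fell, and XPC (1.03) and POLD2 (1.01) rose. The gene sets of WikiPathways were not used here. The paper proposes that the genes regulated in SKOV-3-AA cells alone may add to the cisplatin sensitivity of these cells.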

A pathway analysis based on Wikipathways revealed 21 pathways to be significantly affected in response to cisplatin treatment in SKOV-3-AA cells (Figure 6).

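Among 13 measured genes of glucuronidation and UDP-glucuronate synthesis in cisplatin-treated SKOV-3-AA cells, 3 fell and 2 rose, and the counts were the same when adjusted over the list alone. The hexokinase gene HK1 had a log2 fold change of -2.09 (SE 0.15), the UDP-glucuronosyltransferase gene UGT2B7 of -1.38 (SE 0.23) and the phosphoglucomutase gene PGM1 of -1.22 (SE 0.13). UGDH, whose enzyme makes UDP-glucuronate, rose by 0.56 (SE 0.13) and UGT2B17 by 0.49 (SE 0.18), the latter at a signal of 4.34 close to the negative controls. UGT2B4 had a change of -0.28 (SE 0.24) and did not pass the test. The median of the list was 0.00, or 0.21 after centring each array on its median and -0.06 after quantile normalization, so that its direction depends on the scaling. The list did not pass camera in SKOV-3-AA cells (adjusted p = 0.535), and it passed the self-contained test of fry (adjusted p = 0.0011), which does not compare a list with other genes. UGT2B17 no longer passed when any of the 6 SKOV-3-AA arrays except cisplatin replicate 2 was left out, with log2 fold changes of 0.38 to 0.52. Of 26 genes written in the list, 13 carry a symbol in the probe annotation used here, and values of the others are not analysed here. A list written here with 9 of the isoform genes that the paper reports as downregulated has 0 members with a symbol. The list does not measure that result.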

The most significantly affected pathway was the glucuronidation pathway with a significance value of 9.9 (log 2 base). Glucuronidation is the process of metabolizing substances such as drugs, pollutants, bilirubin, androgens, estrogens, glucocorticoids, fatty acids and bile acids. In glucuronidation process, the glucuronic acid of a uridine diphosphate (UDP) glucuronic acid is transferred to a substrate by UDP-glucuronyl transferase (UGT). The resulting substrates, glucuronides are more soluble in water and are excreted from body with urine and faeces. Among the other significant pathways, the Nrf2 pathway is of importance, as it is an upstream regulator of the UGTs. In addition, this pathway was previously found to influence cisplatin sensitivity in cancer cells [44].

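NRF2 targets moved in both directions in cisplatin-treated SKOV-3-AA cells: of 27 measured genes 9 rose and 8 fell, with a median log2 fold change of 0.01. EPHX1, the gene of microsomal epoxide hydrolase, rose by 2.61 on the log2 scale and OSGIN1 by 2.32. ME1, the gene of malic enzyme, had a log2 fold change of -2.27, the aldo-keto reductase gene AKR1C3 of -1.86, the cystine transporter gene SLC7A11 of -1.79 and the transketolase gene TKT of -1.51. As a list they did not pass camera (adjusted p = 0.838), and the counts were the same when adjusted over the list alone. Over all transfections 11 rose and 11 fell (median 0.09, adjusted p = 0.926). Of 9 targets of the aryl hydrocarbon receptor 4 rose and 1 fell in SKOV-3-AA cells (median 0.40, adjusted p = 0.204), and over all transfections CYP1B1 (1.63) and NQO1 (0.54) rose.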

### 3.6. Evaluation of the Responsible Genes Within the Affected Pathways

#### 3.6.1. UGT1A and Nrf2 Pathway

All ten *UGT1A* isoforms were downregulated in SKOV-3-AA cells after cisplatin exposure according to the microarray data. Western blot analysis indicated that the expression of UGT1A protein in EV-, PEA-15AA- and PEA-15DD-transfected cells decreased in response to cisplatin to 55.63% (*p* = 0.02), 38.65% (*p* = 0.0013) and 48.27% (*p* = 0.01) of their basal level in untreated cells, respectively (Figure 7a). The greatest extent of reduction after cisplatin exposure was thus observed after PEA-15AA transfection (61.35% in SKOV-3-AA compared to 44.37% for SKOV-3-EV and 51.73% for SKOV-3-DD, along with much lower *p*-value).

The *UGT1A* family is also annotated in other pathways significantly affected by cisplatin treatment in SKOV-3-AA cells, including codeine and morphine metabolism, estrogen metabolism, aryl hydrocarbon receptor pathway, irinotecan pathway, nicotine metabolism, tamoxifen metabolism and Nrf2 pathway. Nrf2 is the upstream regulator of UGT1A expression. The array did not show any differential regulation of *Nrf2*, but some downstream genes of Nrf2 were differentially expressed. Therefore, the expression of Nrf2 was analysed on the protein level by Western blot in transfected cells before and after exposure to cisplatin (Figure 7b). 

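NFE2L2, the gene of Nrf2, did not pass the test in SKOV-3-AA cells after cisplatin, with a log2 fold change of 0.13 (SE 0.16, adjusted p = 0.538), nor in SKOV-3-DD cells, at -0.19 (SE 0.16, adjusted p = 0.383). In SKOV-3-EV cells it fell by 0.43 on the log2 scale (SE 0.16, adjusted p = 0.033). The difference between SKOV-3-AA and SKOV-3-EV cells in this response was 0.56 and did not pass the test of the interaction (adjusted p = 0.661). Its log2 signal stayed high, at 12.55 ± 0.05 (SD, n = 3) in untreated and 12.68 ± 0.03 (SD, n = 3) in treated SKOV-3-AA cells. The call in SKOV-3-EV cells ended when any of its 6 arrays except cisplatin replicate 2 was left out, with log2 fold changes of -0.40 to -0.46.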

The results showed a slight decrease in the overall Nrf2 levels after cisplatin exposure in all investigated cells. However, the differences were not statistically significant conforming to the result of the array.

#### 3.6.2. Retinoic Acid, an Inhibitor of Nrf2/ARE Pathway, Increases Cisplatin Sensitivity

Since UGT1A expression was affected by cisplatin in SKOV-3-AA cells, while Nrf2 expression was not, we hypothesised that Nrf2-associated downstream signalling via the Nrf2/ARE pathway may contribute to the sensitisation of PEA-15AA-transfected cells to cisplatin. All-trans retinoic acid (further retinoic acid), which is known to reduce the Nrf2-mediated induction of ARE-driven genes [45], was used to investigate this phenomenon further.

The EC_50_ value of retinoic acid was 216 µM (pEC_50_ = 3.660 ± 0.003, mean ± SEM, *n* = 6) after 48 h of incubation. In order to investigate the influence of the compound on cisplatin sensitivity, 20 µM of retinoic acid was used in combination with cisplatin in SKOV-3 cells as this concentration was lower than the EC_10_ of retinoic acid and therefore not toxic to the cells.

Retinoic acid did not affect Nrf2 protein levels in all investigated cells independent of cisplatin treatment (Figure 8a). However, retinoic acid significantly reduced UGT1A levels alone and in combination with cisplatin (Figure 8b). This suggests that retinoic acid interferes with UGT1A expression via effects on Nrf2 signalling (but without directly affecting Nrf2 levels) similarly to PEA-15AA overexpression. In agreement, retinoic acid also significantly sensitised SKOV-3 cells to cisplatin (Figure 9). The EC_50_ value for cisplatin decreased from 32.6 µM to 13.9 µM in the presence of 20 µM retinoic acid. It should be noted that this experiment was conducted with non-transfected SKOV-3 cells, which cannot be directly compared with empty vector-transfected cells. Generally, after transfection process, cells became more sensitive to cisplatin. A similar effect of transfection procedure was also noticed in EFO27^r^CDDP^2000^ cells (Figure S1).

## 4. Discussion

Our results show that overexpression of PEA-15AA, a PEA-15 variant that cannot be phosphorylated at Ser104 and Ser116, increases the sensitivity of SKOV-3 ovarian cancer cells to cisplatin. The modest absolute effect of PEA-15 phosphorylation status on pEC_50_ may result from counteracting signalling pathways. Nevertheless, the finding was confirmed in an additional cell line model.

Previously, PEA-15 overexpression was found to induce cisplatin resistance and knockdown of PEA-15 was shown to enhance sensitivity to cisplatin in colorectal carcinoma cell line [46]. In that case, the wild-type PEA-15 was overexpressed, with both regulatory serine residues (Ser104 and Ser116) open to be phosphorylated. Therefore, the observed effects cannot be attributed to a single factor, i.e., overexpression of PEA-15. Our results indicate that PEA-15 phosphorylation status critically determines the cancer cell response to cisplatin. Non-phosphorylatable PEA-15AA had been previously found to inhibit ovarian cancer tumourigenicity and progression by blocking beta-catenin [33]. However, we did not observe direct effects of PEA-15AA on cell growth kinetics. PEA-15 phosphorylation at Ser116 rendered glioblastoma cells resistant to glucose-deprivation mediated cell death [47], which is in line with our finding that unphosphorylatable PEA-15 can potentiate cytotoxic effects. However, it appears to be not the case for all kinds of toxic stimuli. Interestingly, PEA-15AA had been shown to reduce ovarian cancer cell sensitivity to paclitaxel [34], a drug that interferes with microtubule disassembly [48], whereas cisplatin acts in a different fashion directly inducing DNA damage [1]. PEA-15 phosphorylation status affects several signalling pathways and apparently, depending on the mode of action, different downstream events gain more importance accounting for the diverging effects on cell sensitivity to different drugs.

In agreement with previous reports, PEA-15AA retained activated ERK1/2 in the cytoplasm. However, due to the diverse cellular functions of PEA-15, a microarray analysis was warranted to investigate the underlying key players of sensitisation of SKOV-3 cells to cisplatin by PEA-15AA.

In untreated cells, PEA-15-AA overexpression resulted in the differential regulation of thirteen genes between SKOV-3-AA and SKOV-3-EV or SKOV-3-DD cells. For eleven of these genes, data from cisplatin-treated patients was available in TCGA, and the expression of seven genes significantly correlated with the outcome of cisplatin therapy in the same way as expected from our data. Some of these genes are of particular interest in the context of ERK1/2 signalling. Early growth response protein 1 (*EGR1*) is a downstream nuclear target of Elk-1, which itself is regulated by activated ERK1/2 upon nuclear translocation [49,50], suggesting that PEA-15AA-mediated retention of activated ERK1/2 in the cytosol results in reduced *EGR1* expression. 

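EGR1 and the ERK-responsive genes as a list were lower in untreated SKOV-3-AA and SKOV-3-DD cells than in SKOV-3-EV cells. PEA15 itself had a log2 signal of 9.93 in untreated SKOV-3-AA against 10.25 in SKOV-3-EV cells and of 9.59 to 12.21 in the SKOV-3-DD arrays. The paper shows the transfected proteins by Western blot in Figure 1, and whether the probes of PEA15 read the constructs is not given in the sources used here. After cisplatin the EGR1 signals of the groups came close, at 13.67 ± 0.17 (SD, n = 3) in SKOV-3-EV, 13.53 ± 0.31 (SD, n = 3) in SKOV-3-AA and 13.38 ± 0.26 (SD, n = 3) in SKOV-3-DD cells, from rises of 1.99, 3.04 and 2.95. As a list, the ERK-responsive genes had a larger response to cisplatin in SKOV-3-AA than in SKOV-3-EV cells, with 21 of 24 positive and a median difference of 0.27 (interaction in camera, adjusted p = 7.8e-07, and adjusted p = 0.0299 with an estimated correlation). The same holds for SKOV-3-DD cells, with 20 of 24 positive and a median of 0.29 (adjusted p = 7.5e-06, and adjusted p = 0.0445 with an estimated correlation). This difference contains the lower untreated level with its sign turned. Between treated cells the list did not pass (medians of 0.05 for SKOV-3-AA and 0.07 for SKOV-3-DD against SKOV-3-EV cells, adjusted p = 0.250 and 0.433 from camera). For EGR1 alone the adjusted p was 0.594 in untreated SKOV-3-AA against SKOV-3-EV cells and 0.503 in SKOV-3-DD against SKOV-3-EV cells, and it did not differ by the test of limma between SKOV-3-AA and SKOV-3-DD cells.

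**Figure D6:**
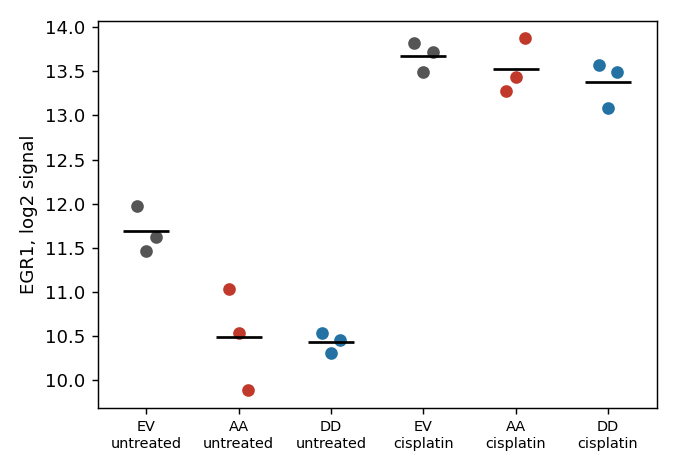
Log2 signal of EGR1 (y axis) in each of the 18 arrays, by transfection and treatment (x axis), with a line at each group mean. Untreated means are 11.69 in SKOV-3-EV, 10.49 in SKOV-3-AA and 10.43 in SKOV-3-DD cells, and treated means 13.67, 13.53 and 13.38.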

Low EGR1 levels have also been reported to correlate with high cisplatin sensitivity in primary glioma cells [51]. *FLNA*, coding for filamin A, a non-muscle actin filament cross-linking protein, is a downstream target of the nuclear transcription factor Sp1 [52], which is also regulated by ERK1/2 [53]. Reduced *FLNA* levels were observed in PEA-15AA-transfected cells in this study, and also correlated with increased cisplatin sensitivity in a mouse xenograft model [54] and with improved overall survival in patients [55] according to previous reports. Filamin A was also found to promote cancer growth [56] and to play an important role in repair of DNA damage [57].

A total of 444 genes were exclusively differentially regulated in cisplatin-treated SKOV-3-AA cells with UGT1A family representing the most significantly affected pathway (glucuronidation). UGTs catalyse the addition of a β-glucuronic acid moiety to a variety of nucleophilic sites of xenobiotics and endogenous compounds including bilirubin, steroids, bile acids, drugs and other carcinogenic and toxic compounds [58], and have been linked to drug resistance in cancer. The downregulation of UGT1A enzymes upon cisplatin exposure is likely to be a consequence of suppression of upstream signalling via Nrf2 pathway, which was also affected in response to cisplatin treatment. However, effects did not involve Nrf2 itself but seemed to be rather mediated by downstream signalling events. Retinoic acid, a known inhibitor of Nrf2/ARE signalling reduced UGT1A levels and increased cisplatin sensitivity of SKOV-3 cells independently of Nrf2 expression in a similar fashion as PEA-15AA overexpression.

PEA-15 was already evaluated for treating advanced breast cancer in mice. To target PEA-15 in advanced breast tumours, Xie et al. developed a breast cancer specific construct (T-VISA) composed of the human telomerase reverse transcriptase (hTERT; T) promoter and a versatile transgene amplification vector VISA (VP16-GAL4-WPRE integrated systemic amplifier). T-VISA-PEA-15 was found to be highly specific, to selectively express PEA-15 in breast cancer cells, and to induce cancer cell killing in vitro and in vivo without affecting normal cells [58]. A similar construct with PEA-15AA would be of interest for ovarian cancer in order to investigate if the efficacy of cisplatin treatment can be improved.

In conclusion, non-phosphorylatable PEA-15AA increases cisplatin sensitivity of ovarian cancer cells, suggesting that the phosphorylation status of PEA-15 could be evaluated as a biomarker to predict the responsiveness of ovarian tumours to cisplatin treatment. For this purpose, correlation of PEA-15 phosphorylation with therapy outcome in high-grade serous ovarian cancer is needed, as this subtype is the most aggressive and has the worst prognosis [59].

## Figures and Tables

**Figure 1:**
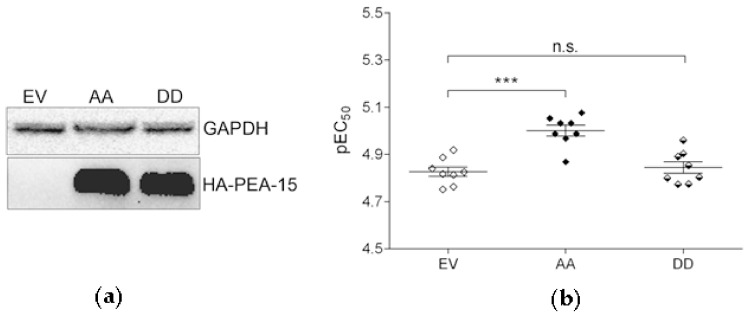
(**a**) Expression of hemagglutinin (HA)-tagged phosphoprotein enriched in astrocytes (PEA-15) in SKOV-3 cells after transfection with the HA-tagged empty vector (EV), PEA-15AA (AA) and PEA-15DD (DD). GAPDH was used as a loading control. (**b**) Cisplatin sensitivity (pEC_50_, mean ± SEM, *n* = 8) of transfected SKOV-3-EV (EV), SKOV-3-AA (AA) and SKOV-3-DD (DD) cells. *** *p* < 0.001, n.s. = not significant.

**Figure 2:**
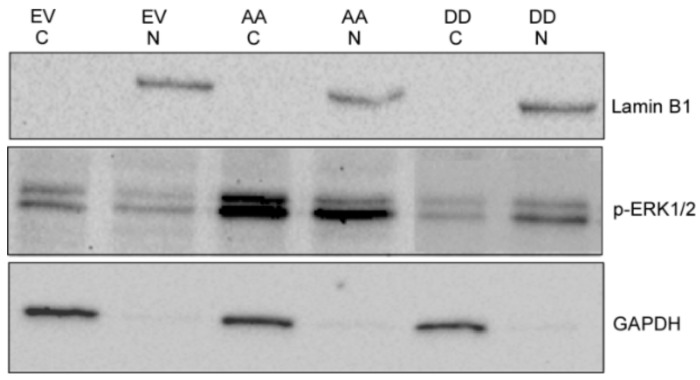
A representative Western blot of phosphorylated extracellular signal-regulated kinase1/2 (p-ERK1/2) expression in nuclear and cytosolic fractions of the SKOV-3 cells transfected with empty vector (EV), PEA-15AA (AA) and PEA-15DD (DD). GAPDH and Lamin B1 were used as the markers and loading controls of cytosolic (C) and nuclear fractions (N), respectively.

**Figure 3:**
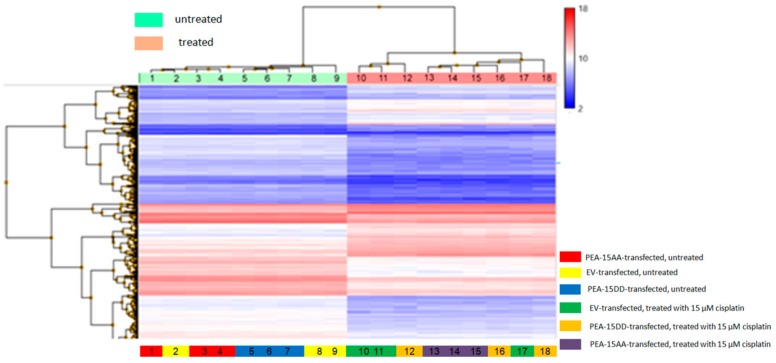
Heatmap of the transcriptome-wide Clariom^TM^ S array, regulated genes with fold change cut-off at 2.0 for differentially expressed genes and a *p*-value cut-off at 0.05 are shown.

**Figure 4:**
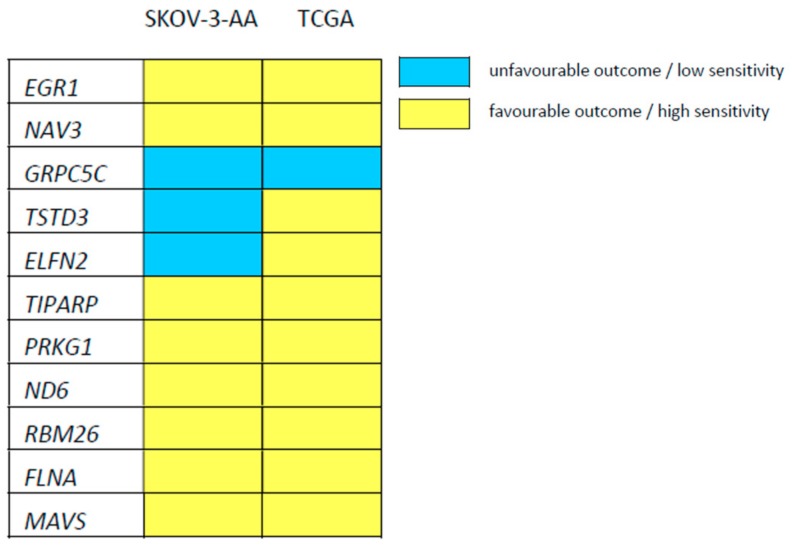
Heatmap indicating the relationship between low expression of the indicated genes and sensitivity/outcome, favourable (low cisplatin EC_50_ in SKOV-3-AA cells or prolonged survival of cisplatin-treated patients, indicated in yellow) or unfavourable (high cisplatin EC_50_ in SKOV-3-AA cells or reduced survival of cisplatin-treated patients, indicated in blue), based on the comparison of gene expression between SKOV-3-AA and EV- or PEA-15DD-transfected variants and TCGA data.

**Figure 5:**
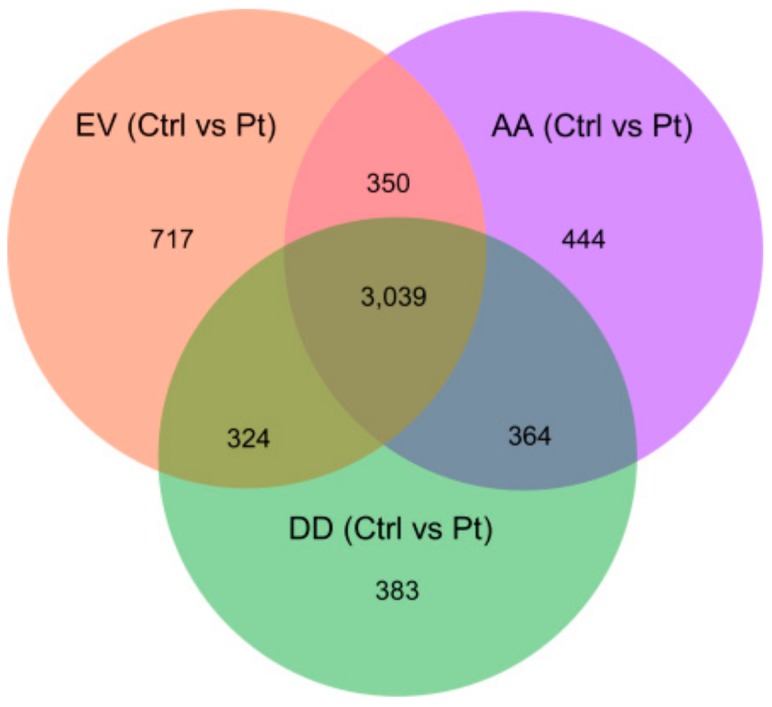
Venn diagram representing the exclusively and commonly regulated genes in different transfected cells upon cisplatin exposure. The diagram shows the total number of genes affected by cisplatin exposure in empty vector—(EV), PEA-15AA—(AA) and PEA-15DD-transfected—(DD) cells.

**Figure 6:**
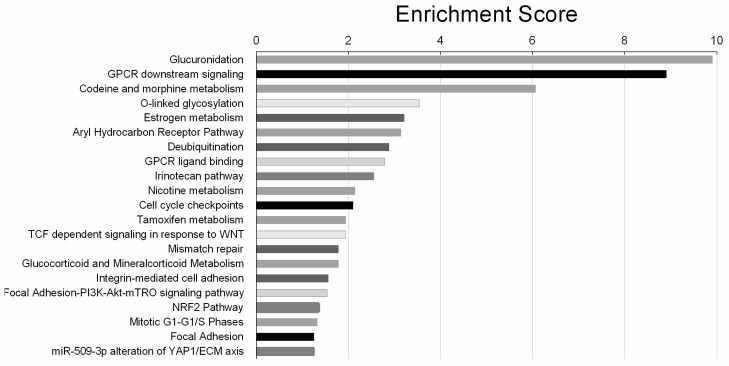
Twenty-one biological pathways significantly affected by cisplatin treatment in SKOV-3-AA cells, listed according to the significance level (log 2 base) in a descending order.

**Figure 7:**
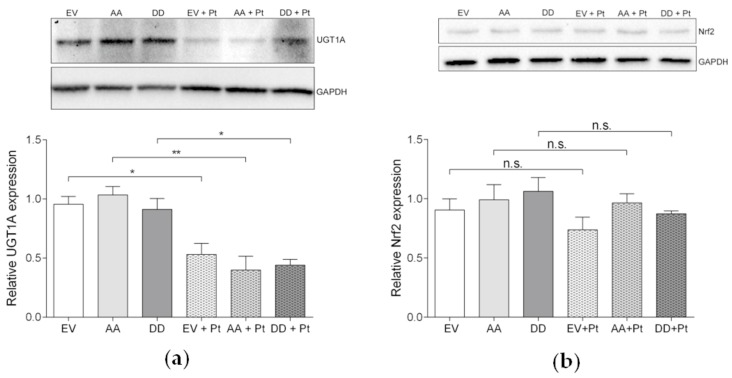
Representative Western blots and the corresponding densitometric quantification (mean ± SEM, *n* = 3) of (**a**) the relative uridine diphosphate-glucuronyl transferase (UGT)1A expression and (**b**) the relative nuclear factor erythroid 2-related factor 2 (Nrf2) expression in empty vector—(EV), PEA-15AA—(AA) and PEA-15DD-transfected—(DD) cells after treatment with 15 µM cisplatin (+Pt) for 24 h and in untreated transfected SKOV-3 cells. GAPDH was used as a loading control. * *p* < 0.05, ** *p* < 0.01.

**Figure 8:**
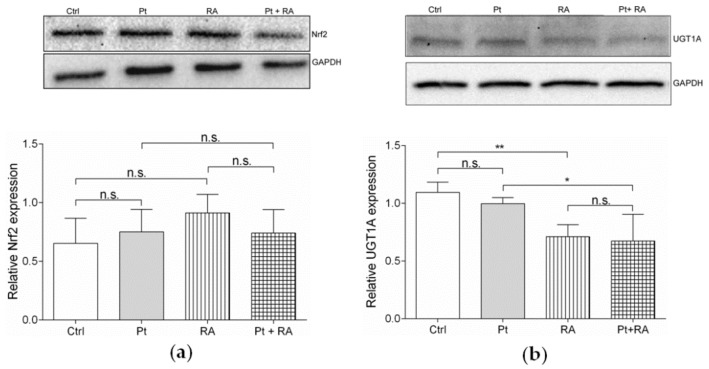
Representative Western blots and the corresponding densitometric quantification (mean ± SEM, *n* = 3) of (**a**) the relative Nrf2 expression and (**b**) the relative UGT1A expression in the transfected untreated SKOV-3 cells (Ctrl), after exposure to 15 µM cisplatin (Pt), to 20 µM retinoic acid (RA) and after co-incubation with 20 µM retinoic acid and 15 µM cisplatin (Pt + RA) for 24 h are shown. GAPDH was used as a loading control. *p < 0.05, ** *p* < 0.01, n.s. = not significant.

**Figure 9:**
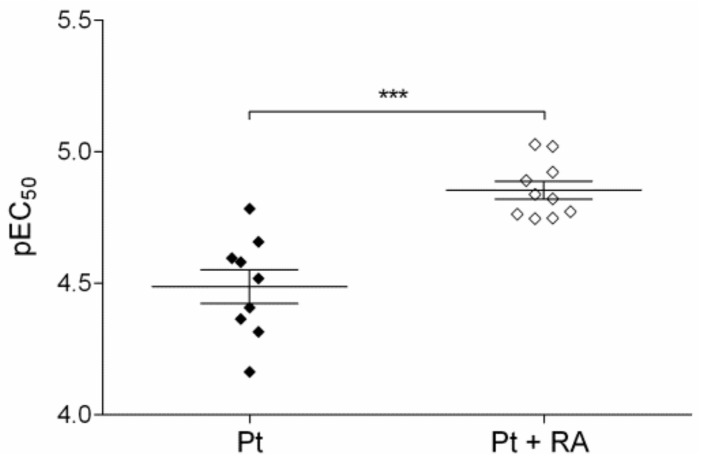
Sensitivity of SKOV-3 cells (pEC_50_, mean ± SEM, *n* = 9–10) of cisplatin alone (Pt), and upon co-incubation with 20 µM retinoic acid (Pt + RA) was determined over 48 h. *** *p* < 0.001.

**Table 1:** Number of differentially expressed genes, compared as treatment condition 1 vs. condition 2 with at least two-fold up- or down-regulation with *p* < 0.05.

Treatment Condition 1	Treatment Condition 2	Number of Genes
SKOV-3-EV, untreated	SKOV-3- AA, untreated	3
SKOV-3-EV, untreated	SKOV-3-DD, untreated	18
SKOV-3-AA, untreated	SKOV-3- DD, untreated	10
SKOV-3-EV, untreated	SKOV-3-EV, 15 µM cisplatin, 24 h	4430
SKOV-3-AA, untreated	SKOV-3-AA, 15 µM cisplatin, 24 h	4197
SKOV-3-DD, untreated	SKOV-3-DD, 15 µM cisplatin, 24 h	4110

**Table 2:** Correlation of the expression of genes, differentially expressed between SKOV-3-AA and SKOV-3-EV or SKOV-3-DD cells, in tumours of cisplatin-treated patients (*n* = 779) and patient survival.

Gene	Fold Change	Hazard Ratio ^1^	*p*-Value	FDR (thr. 0.2) ^2^	FDR (thr. 0.05)
*EGR1*	−2.22	0.7068	0.00322 **	0.034099	0.008525
*NAV3*	−2.18	0.7062	0.00317 **	0.033948	0.008487
*GPRC5C*	2.14	1.4745	0.000971 **	0.023936	0.005984
**Gene**	**Fold change**	**Hazard ratio ^1^**	***p*-value**	**FDR (thr. 0.2) ^2^**	**FDR (thr. 0.05)**
*TSTD3*	2.16	0.7545	0.0162 *	0.053933	0.013483
*ELFN2*	2.09	0.9036	0.385	0.139261	0.034815
*LOC100287225*	−2.37	n.a. ^3^	n.a.	n.a.	n.a.
*TIPARP*	−2.19	0.7505	0.015 *	0.052694	0.013174
*PRKG1*	−2.00	0.7532	0.0154 *	0.053205	0.013301
*ND6*	−2.07	0.8492	0.163	0.10641	0.026602
*RBM26*	−2.42	0.8951	0.342	0.133674	0.033418
*FLNA*	−2.86	0.7523	0.0152 *	0.052997	0.013249
*MAVS*	−2.24	0.6656	0.000569 **	0.020231	0.005058
*GTSF1L*	−2.07	n.a.	n.a.	n.a.	n.a.

^1^ Hazard ratio at low gene expression levels in tumour tissue; ^2^ thr. = false discovery rate threshold determined according to Benjamini-Hochberg [43]; ^3^ n.a. = not applicable; * = *p*-value below 0.05 and significant at FDR = 0.2; ** = *p*-value below 0.05 and significant at FDR = 0.05.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/2/515/s1, Figure S1: (**a**) Expression of hemagglutinin (HA)-tagged PEA-15 in EFO27^r^CDDP^2000^ cells after transfection with the HA-tagged empty vector (EV), PEA-15AA (AA) and PEA-15DD (DD). GAPDH was used as a loading control. (**b**) Cisplatin cytotoxicity (pEC_50_, mean ± SEM, *n* = 8) in non-transfected EFO27^r^CDDP^2000^ cells, cells transfected with empty vector (EV), with PEA-15AA (AA), and with PEA-15DD (DD). ***p < 0.001, n.s. = not significant.

# Supplementary material for: Non-Phosphorylatable PEA-15 Sensitises SKOV-3 Ovarian Cancer Cells to Cisplatin
**Source:** Cells. 2020 Feb 24;9(2):515. doi: 10.3390/cells9020515
**Supplement:** Supplementary file 1

Non-phosphorylatable PEA-15 sensitises ovarian cancer cells to cisplatin

Shahana Dilruba, Alessia Grondana, Anke C. Schiedel, Naoto T. Ueno, Chandra Bartholomeusz, Jindrich Cinatl jr., Katie-May McLaughlin, Mark N. Wass, Martin Michaelis, and Ganna V. Kalayda*

Supplementary Information

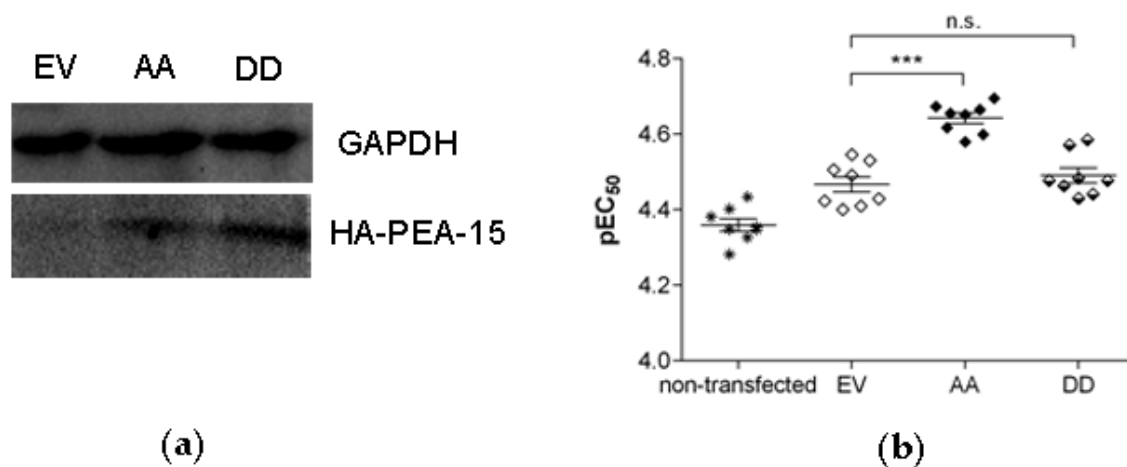

Figure S1. (a) Expression of hemagglutinin (HA)-tagged PEA-15 in EFO27^{CDDP} cells after transfection with the HA-tagged empty vector (EV), PEA-15AA (AA) and PEA-15DD (DD). GAPDH was used as a loading control. (b) Cisplatin cytotoxicity (pEC₅₀, mean ± SEM, n = 8) in non-transfected EFO27^{CDDP} cells, cells transfected with empty vector (EV), with PEA-15AA (AA), and with PEA-15DD (DD). ***p < 0.001, n.s. = not significant.

How the deposited data were processed for this re-analysis (not part of the article)

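Gene expression was measured in SKOV-3 cells on Clariom S human arrays, 1 array per sample, in 6 groups of 3 arrays: cells transfected with the empty vector, PEA-15AA or PEA-15DD, each untreated or exposed to 15 µM cisplatin for 24 h. The deposited values are log2 signals per probe set, which the authors made by SST-RMA summarization and normalization between arrays in Transcriptome Analysis Console 4.1. They were used as deposited, with no further normalization in the reported values. The base of the logarithm follows from the RMA method and from the range of the values. The genome build of the probe annotation is not given in the sources used here, so coordinates are not printed. Detection calls, which the paper's software offers, were not used here.

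The value table has 24351 features. Control features, 2903 in number, were left out of the tests, and 21448 probe sets were tested, of which 20893 are transcript clusters and 555 unmapped sets. A table of probe genes gave 1 symbol to 17709 probe sets, several symbols to 0 and no symbol to 3739, with 17687 different symbols. Of these symbols 20 have more than 1 probe set, and the probe set with the highest mean stands for the gene. Through the Entrez identifiers 17709 were matched and 0 symbols changed. The table holds 0 other columns beyond the 18 arrays. Genes without a symbol here count in all totals and are not named.

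Groups were compared with limma 3.58.1 in R 4.3.3, in 1 linear model with a mean for each of the 6 groups, 12 residual degrees of freedom and a prior of 5.47 degrees of freedom. The comparisons were SKOV-3-AA or SKOV-3-DD against SKOV-3-EV and SKOV-3-AA against SKOV-3-DD, untreated and under cisplatin, cisplatin against untreated in each transfection and over all of them, and the differences in cisplatin response between transfections. The study's thresholds are those of its methods, an unadjusted p under 0.05 and a change of 2-fold or more, and adjusted values are by Benjamini and Hochberg over all tested probe sets. Lists of genes were tested with camera at a preset correlation of 0.01, with the correlation estimated, and with fry, all from limma, and adjusted over the 24 lists with at least 5 measured members. The lists cover ERK-responsive genes, NRF2 targets, glucuronidation, p53 targets, repair pathways, cell cycle phases, histones, apoptosis, platinum transport, secreted factors, stress responses, metabolism and markers of other cell types. Single values per array were compared by exact permutation tests. Genomic spans come from a RefSeq gene table of assembly GRCh38.p14. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

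Named genes follow a fixed rule: every gene the paper names, whose values in the paper's tables had been seen, and for each cisplatin comparison the 10 highest and 10 lowest log2 fold changes among probe sets with a symbol, an adjusted p under 0.05, no overlap between the arrays of both groups (chance gives 10% for 3 arrays against 3) and a mean above the median of all probe sets in the higher group. These conditions were met by 6743, 6658 and 6249 probe sets in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells. For comparisons of transfections the rule takes the probe sets past the study's thresholds with a symbol, and for each list up to 4 members in the list's direction and 2 against it. Of the genes this rule selects, 1 is not reported here.

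The precision is set by the number of arrays. The median standard error of a log2 fold change between 2 groups was 0.178. The procedure was tested on simulated data with 50 genes at each of 4 changes in 1 comparison: of genes changed by 1.5-fold it called 0 at the study's thresholds and 8 at an adjusted p under 0.05, of those changed by 2-fold 27 and 36, by 3-fold 50 and 49, and by 4-fold 50 and 50. Of 21248 unchanged genes 11 passed the study's thresholds and 6 the adjusted p, and 5.05% had an unadjusted p under 0.05.

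The alternatives were centring each array on its median, quantile normalization, leaving out probe sets with a mean under the 25th percentile or the median, limma with trend and robust options, the replicate number as a block, a model of only the groups compared, leaving out each array in turn, 1 probe set per gene symbol, adjusted in place of unadjusted p, and the list tests named. Group averages by Tukey's biweight with a tuning constant of 5, array weights, and leaving aside 2 arrays of cisplatin-treated SKOV-3-DD cells were added after seeing the data. Genes that the probe table does not name, the patient data, the cell line panels and the protein measurements of the paper were not analysed here.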

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

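In this part, the test of signal level behind the relation with gene length and the test of EGR1 within its list were chosen only after the results were seen.

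The paper does not report a comparison of cisplatin-treated SKOV-3-AA with cisplatin-treated SKOV-3-EV cells, in which 30 probe sets passed the study's thresholds (67 without cisplatin-treated SKOV-3-EV replicate 3 and 53 without cisplatin-treated SKOV-3-AA replicate 3). Replication-dependent histone genes, which the paper does not discuss, had a median log2 fold change of -1.24 after cisplatin over all transfections. The cisplatin response of 2 gene lists differed between transfections by a test of the difference itself that passed with an estimated correlation, out of 10 lists in SKOV-3-AA and 3 in SKOV-3-DD cells that passed camera against SKOV-3-EV cells at the preset correlation. For ERK-responsive genes the adjusted p with an estimated correlation was 0.0299 in SKOV-3-AA against SKOV-3-EV cells (6.3e-08 to 0.0299 over the alternatives) and 0.0445 in SKOV-3-DD against SKOV-3-EV cells (1.7e-07 to 0.0445). For the secreted factors it was 0.0489 in SKOV-3-AA against SKOV-3-EV cells (6.0e-07 to 0.0489), with a median difference of 0.60. CXCL8 (1.20), CXCL3 (1.07), TNFAIP3 (0.93, not itself secreted) and IL6 (0.93) stood at the head of this list, and MMP3 (-0.61) against it. No single gene passed at an adjusted p over all probe sets in these differences (lowest adjusted p = 0.555 for SKOV-3-AA and 0.0648 for SKOV-3-DD cells), and adjusted over the list alone 6 secreted factors were higher. Each of these differences contains the lower untreated level with its sign turned, and in treated SKOV-3-AA against SKOV-3-EV cells neither list passed camera (median 0.05, adjusted p = 0.250, and median 0.18, adjusted p = 0.288).

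Longer genes had lower values after cisplatin, with a Spearman correlation of -0.455 between genomic span and log2 fold change across 17687 genes, and of -0.4403 or lower in each transfection. Among 9442 genes in the upper part of the signal range, sorted by span into 5 bins, the median change went from 0.45 in the bin of the shortest genes to -1.31 in that of the longest, where 64.9% fell and 0.688% rose by 2-fold or more. The tables argue against the signal level of long and short genes as the whole cause, since with genes sorted by mean signal into 4 bins the correlation in the upper 2 was -0.6025 or lower, while it was weaker in the lower 2, at -0.14 and -0.37, and so varies with signal. The histone genes stand against the trend, with a median span of 0.486 kb. Ribosomal proteins (4.687 kb, median change 0.36) stayed below the bin of their span (0.45). ERK-responsive genes (7.075 kb, 1.33) and secreted factors (7.419 kb, 1.13) exceeded it. Stress response (16.8 kb, 1.06) and G1/S genes (17.59 kb, 0.42) lay above their bin (0.31). G2/M (28.65 kb, -1.0) and Fanconi genes (58.15 kb, -0.90) lay below theirs (-4e-04 and -0.48). The part of span in the list tests was not tested. An effect of cisplatin on the transcription of long genes and a loss of RNA integrity in treated cells were both not tested and stay open.

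ERK-responsive genes were lower in untreated SKOV-3-AA and SKOV-3-DD cells than in SKOV-3-EV cells. The tables argue against EGR1 alone carrying the list, since without it the 6 arrays with a mutant still lay at -0.21 relative to the 3 SKOV-3-EV arrays (exact permutation test, p = 0.0119, the smallest p it can give), against 0.16 in the highest other split. A common effect of both mutants was not tested and stays open, as does a property of the SKOV-3-EV arrays, which both comparisons share. The PEA15 signal was 9.93 in SKOV-3-AA, 10.76 in SKOV-3-DD (9.59 to 12.21 in single arrays) and 10.25 in SKOV-3-EV cells. Whether its probes read the constructs was not tested, and the paper shows the transfected proteins by Western blot in Figure 1.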

How the results depend on the processing

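Tukey's biweight averages, array weights and leaving aside 2 DD cisplatin arrays were chosen only after the data were seen. Of values that passed their test 0 changed sign under any alternative. Among single-gene values that did not pass, 107 of 482 changed sign under at least 1 alternative, such as the log2 fold change of PRKG1 between untreated AA and DD cells (0.01, and -0.04 with median centring), and medians of lists near 0 changed direction with the scaling. Counts after cisplatin in each transfection, the count in all 3 and the pooled count stayed within 1.5 times under each alternative, and the first principal component separated the treatments with median centring, quantile normalization and both filters. Of single-gene values 7741 kept their call when 1 array was left out, 78 lost and 41 gained it; with median centring 821, 7 and 18, with quantile normalization 826, 13 and 7. Of list tests 61 lost their call with an estimated correlation and 9 kept it, 29 and 41 with fry, 10 and 60 with quantile normalization, 70 and 536 when 1 array was left out. Counts between transfections, which are small, moved most. Where no construction shows it, the cause was not tested. Another probe set of the same gene gave no value, since no named gene has one. The arrays of the same number do not pair: with group means removed, 45 such pairs correlated at -0.05 to 0.18 (median 0.02, against -0.01 for different numbers).

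Counting gene symbols, which leaves out unnamed probe sets by construction, gave 1 for AA vs EV untreated, 1 for DD vs EV untreated, 0 for AA vs DD untreated, 5 for DD vs EV under cisplatin and 2 for AA vs DD under cisplatin. With adjusted p in place of unadjusted p each of the 6 comparisons of transfections gave 0. A dim filter at the median, with fewer genes tested, gave 4 for DD vs EV untreated, 1 for DD vs EV under cisplatin, 2 for AA vs DD under cisplatin, 350 for EV only and 269 for AA only. Tukey's biweight group averages gave 18 for DD vs EV untreated, 10 for AA vs DD untreated, 70 for AA vs EV, 38 for DD vs EV and 16 for AA vs DD under cisplatin. Array weights gave 31 for DD vs EV and 13 for AA vs DD under cisplatin, 400 for DD only, at adjusted p 1 for AA vs EV untreated and 28 for AA vs EV under cisplatin, and 1 for the difference in response DD minus EV. Leaving aside 2 DD cisplatin arrays gave 77 for DD vs EV and 49 for AA vs DD under cisplatin, 562 for DD only and, at adjusted p, 26 for AA vs EV under cisplatin. Quantile normalization gave 7 for AA vs DD under cisplatin. eBayes with trend and robust gave 2 for AA vs EV untreated and 1 for DD vs EV untreated at adjusted p. A dim filter at the 25th percentile and the replicate block each gave 1 for the difference in response DD minus EV.

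Of lists, the estimated correlation called 3 for AA vs EV untreated, 1 for DD vs EV untreated, 0 for AA vs DD untreated, 0, 1 and 1 after cisplatin in EV, AA and DD, 0 for the pooled comparison, 0 for AA vs EV and AA vs DD under cisplatin, and 2, 1 and 0 for the differences AA minus EV, DD minus EV and AA minus DD. In the same order fry called 2 for DD vs EV untreated, 15, 16 and 15 after cisplatin, 20 pooled, 0 and 0 under cisplatin, and 2, 1 and 0 for the differences. eBayes with trend and robust called 2 for AA vs DD untreated, 4 for DD vs EV and 5 for AA vs DD under cisplatin and 5 for AA minus DD. Median centring called 1 for DD vs EV under cisplatin and 1 for AA minus DD, array weights 5 and, for DD minus EV, 6. The dim filter at the 25th percentile called 1 for DD minus EV and 1 for AA minus DD, the replicate block 1 and a model of only the groups compared 5 for AA minus DD.

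Leaving out 1 array at a time, the counts at the study's thresholds ranged from 1 to 4 for AA vs EV untreated, 6 to 40 for DD vs EV untreated, 1 to 38 for AA vs DD untreated, 4279 to 4496, 4091 to 4220 and 3765 to 4501 after cisplatin in EV, AA and DD, 30 to 67 for AA vs EV, 18 to 58 for DD vs EV and 8 to 77 for AA vs DD under cisplatin (77 without DD_cisplatin replicate 3). At adjusted p they were 0 to 0 for each untreated comparison, 4273 to 4493, 4085 to 4218 and 3760 to 4498 after cisplatin, 0 to 2, 0 to 6 and 0 to 16 under cisplatin and 3870 to 4149 pooled. The differences in response gave 0 to 0, 0 to 3 and 0 to 0 for AA minus EV, DD minus EV and AA minus DD. In all 3 transfections it was 2960 to 3130, in EV only 431 to 778, in AA only 363 to 503 and in DD only 222 to 586. Lists called were 3 to 5 for AA vs EV, 2 to 4 for DD vs EV and 0 to 1 for AA vs DD untreated, 7 to 7, 8 to 8 and 8 to 9 after cisplatin, 7 to 10, 0 to 12 and 1 to 6 under cisplatin, 7 to 9 pooled and 8 to 12, 1 to 11 and 0 to 9 for the differences.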

Differences from the paper's values

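Only the setting with Tukey's biweight averages, named here, was chosen after the values were seen.

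For untreated SKOV-3-DD against SKOV-3-EV cells the paper's count of differentially expressed genes is 18. Here 7 probe sets passed the same limits of p and fold, with fold changes taken from group means. Among the alternatives set before the data were examined, leaving out untreated SKOV-3-EV replicate 1 gave 12, which lies within the limits set for a difference, and the others did not. For untreated SKOV-3-AA against SKOV-3-DD cells the paper's count is 10 and the count here 3, and all alternatives set before the data were examined stayed apart from the paper's. With Tukey's biweight group averages, chosen after seeing the values, the counts were 18 and 10, and this setting drops 0 of the fold changes that Table 2 lists for the second comparison, although 7 of the 10 probe sets carry no symbol here. The same averages gave the other counts of Table 1: 3 for untreated SKOV-3-AA against SKOV-3-EV cells, and 4430, 4197 and 4110 after cisplatin. They also gave the paper's overlap, 3039 in all 3 transfections and 717, 444 and 383 in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells alone. The differences in these counts therefore go with the way the groups were averaged.

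The paper's fold change between SKOV-3-AA and SKOV-3-DD cells is -2.19 for TIPARP, and 1.07 here. It is -2.00 in the paper and 1.00 here for PRKG1, -2.42 in the paper and -1.02 here for RBM26, and -2.24 in the paper and 1.10 here for MAVS. The PRKG1 signal lay near the negative controls, so its value cannot show a difference from the paper. All alternatives set before the data were examined that gave a value stayed apart from the paper's value for each of these 4 genes. The filters on low signal gave none for PRKG1. Tukey's biweight averages, chosen after seeing the values, stayed apart as well, at 1.11, 1.04, 1.05 and 1.10. Among the 7 probe sets without a symbol that pass with these averages are fold changes of -2.19, -2.00, -2.42 and -2.24, the same as those of the paper for these 4 genes. The probe sets with these symbols are thus probably not those behind Table 2, and their values do not speak against the paper's.

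The paper names NAV3 and GPRC5C beside EGR1 as regulated between untreated SKOV-3-AA and SKOV-3-EV cells, and ELFN2, GTSF1L and LOC100287225, whose gene identifier belongs to LINC01630 in the annotation used here, between SKOV-3-AA and SKOV-3-DD cells. Group means gave fold changes of -1.86, 1.63, 1.66, -1.51 and -1.71 for them, under 2-fold in the direction the paper gives. Tukey's biweight averages, chosen after seeing the values, put all 5 past 2-fold, at -2.18, 2.14, 2.09, -2.07 and -2.37, and EGR1 at -2.22. The paper's text gives 4196 genes after cisplatin in SKOV-3-AA cells and its Table 1 gives 4197, which is also the count with these averages. The paper gives glucuronidation as the most affected pathway in cisplatin-treated SKOV-3-AA cells, from other gene sets than the list used here, whose 13 measured genes did not pass camera and include 0 of the isoform genes that the paper reports as downregulated, so the list cannot speak to the paper's result.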

Other observations

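No test in this part was chosen only after its result was seen, and only the remark on 2 arrays of cisplatin-treated SKOV-3-DD cells, array weights and leaving aside these arrays were.

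Under cisplatin, SKOV-3-AA cells had higher signals than SKOV-3-EV cells for GCNT2, a branching enzyme of glycan synthesis (log2 difference 1.34), the neurotrophin gene BDNF (1.31), NECTIN1 (1.23), ZNF772 (1.21), the signalling inhibitor gene SMAD6 (1.18), ARL14EPL (1.17), MAP3K1 (1.15), FRK (1.14), IRAK2 (1.10) and AVPI1 (1.10), and lower signals for SCEL (-1.40), FOXN3 (-1.17), PTPRG (-1.05), PITPNC1, ADK and SLC39A11 (-1.04 each). All of these passed the study's thresholds, and limma gave 0 at an adjusted p under 0.05, with 2671 probe sets at an unadjusted p under 0.05 and a lowest adjusted p of 0.0912. The 2671 are 12.45% of the probe sets, against 5.05% of unchanged genes in simulated arrays. At an adjusted p under 0.05 and 2-fold the count was 2 without cisplatin-treated SKOV-3-EV replicate 3, 28 with array weights and 26 when 2 arrays of cisplatin-treated SKOV-3-DD cells were left aside. Histone genes were higher in SKOV-3-AA cells (41 of 43, median 0.36), as were G1/S genes (26 of 29, 0.27), G2/M genes (25 of 30, 0.26), mismatch repair genes (18 of 20, 0.23), Fanconi anaemia genes (23 of 26, 0.20) and the stress response (18 of 23, 0.16), and focal adhesion genes and targets of YAP and SRF were lower (median -0.26). These lists passed camera (adjusted p = 2.1e-09, 5.7e-06, 6.5e-06, 0.0011, 9.3e-04, 0.0040 and 0.0040) and not with an estimated correlation (adjusted p = 0.383 each, and 0.422 for the Fanconi genes) or fry (adjusted p = 0.0946 to 0.237). In camera the focal adhesion list stood at 0.0736 without cisplatin-treated SKOV-3-EV replicate 1, and the stress response list at 0.076 without probe sets under the median of signal. Apoptosis regulators, targets of WNT and p53 targets passed camera at adjusted p = 0.0246, 0.0331 and 0.0455, and not with an estimated correlation (adjusted p = 0.383 each) or fry. Leaving out 1 cisplatin-treated array ended these calls as well: for the apoptosis list SKOV-3-EV replicate 1 (0.0824) or replicate 2 (0.0686), for WNT targets SKOV-3-EV replicate 2 (0.0686), replicate 3 (0.159) or SKOV-3-AA replicate 2 (0.210), and for p53 targets SKOV-3-EV replicate 1 (0.123), replicate 2 (0.135), SKOV-3-AA replicate 1 (0.0910) or replicate 2 (0.121). Treated SKOV-3-EV and SKOV-3-AA arrays lay apart on the second principal component, at 6.23 to 14.99 and -18.40 to -11.12. Replicates 2 and 3 of treated SKOV-3-DD cells lay farther apart on it, at 37.88 and -35.54. Upper quartiles of signal had the same order: 9.84 in that replicate 2, 9.91 to 9.95 in SKOV-3-EV, 9.98 to 10.01 in SKOV-3-AA, 10.08 in that replicate 3. For these lists the mutant and such spread between arrays cannot be told apart.

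In SKOV-3-DD against SKOV-3-EV cells under cisplatin 9 probe sets passed the study's thresholds (18 to 58 with 1 array left out, the highest without cisplatin-treated SKOV-3-DD replicate 2), among them FRRS1 (1.19), RCAN3 (1.07), BCL2L15 (1.02), ENG (-1.12) and KRTAP25-1 (-1.05), and between SKOV-3-AA and SKOV-3-DD cells 4 (8 to 77, the highest without cisplatin-treated SKOV-3-DD replicate 3), among them ABHD15 (1.05) and SASS6 (1.03). At an adjusted p under 0.05 limma gave 0 in both, with 1670 and 1497 at an unadjusted p under 0.05. These are 7.79% and 6.98% of the probe sets, against 5.05% of unchanged genes in simulated arrays. Histone genes were higher in SKOV-3-AA than in SKOV-3-DD cells (40 of 43, median 0.30, adjusted p = 2.9e-10 from camera, but adjusted p = 0.655 with an estimated correlation and 0.342 from fry). G2/M genes (adjusted p = 0.0039) and G1/S genes (adjusted p = 0.0248) passed camera too, and not with an estimated correlation (adjusted p = 0.9002 each) or fry (adjusted p = 0.829 each). They stood at 0.969 and 0.956 without cisplatin-treated SKOV-3-DD replicate 2. The G1/S genes stood at 0.0709 and 0.0565 without cisplatin-treated SKOV-3-AA replicate 1 and replicate 2.

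Other lists went both ways after cisplatin over all transfections and did not pass camera. Of 29 interferon-stimulated genes 9 rose and 8 fell (median 0.03, adjusted p = 0.876), with IFI6 at 2.08 and IRF7 at 1.93 against IFIT1 at -1.69 and MX1 at -1.51. Of 16 WNT targets 6 rose and 3 fell (median 0.16, adjusted p = 0.759), with DKK1 at 2.34 against ZNRF3 at -1.82, and of 24 focal adhesion genes and YAP and SRF targets 10 rose and 12 fell (median -0.36, adjusted p = 0.433), with CCN2 at 3.26 and CCN1 at 2.12 against PTK2 at -2.03 and LAMB1 at -1.70. Of 19 cholesterol synthesis genes 7 rose and 8 fell (median -0.11, or 0.09 after median centring, adjusted p = 0.759), with SC5D at 1.19 against HSD17B7 at -2.04, and of 23 genes of the citric acid cycle and oxidative phosphorylation 12 rose and 8 fell (median 0.21, adjusted p = 0.785), with COX6C at 0.75 against OGDH at -1.15. Markers of other cell types were of 14 haematopoietic genes 7 higher and 1 lower (median 0.30, adjusted p = 0.423), with HBA1 at 0.99 against PTPRC at -2.33, of 9 fibroblast genes 2 higher and 1 lower (median 0.11, or -0.04 after quantile normalization, adjusted p = 0.901) and of 12 hepatocyte genes 4 higher and 1 lower (3 and 1 adjusted over the list alone, median 0.23, adjusted p = 0.759). Where such markers lie near background, small rises cannot be told from the 0.19 by which the negative controls were higher after cisplatin. Nucleotide excision repair (9 rose, 10 fell, median 0.06, adjusted p = 0.802), mismatch repair (9 rose, 6 fell, median 0.09, adjusted p = 0.977), apoptosis (12 rose, 7 fell, median 0.12, adjusted p = 0.679) and AHR targets (4 rose, 2 fell, median 0.15, adjusted p = 0.324) did not pass either. Platinum transport (5 rose, 8 fell, median -0.15, or 0.05 after median centring, adjusted p = 0.457) and glucuronidation (1 rose, 3 fell, median -0.09, or 0.11 after median centring, adjusted p = 0.393) changed direction with the scaling.

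PEA15 itself had log2 signals of 10.25 ± 0.17 (SD, n = 3) in untreated SKOV-3-EV, 9.93 ± 0.11 (SD, n = 3) in SKOV-3-AA and 10.76 ± 1.33 (SD, n = 3) in SKOV-3-DD cells, where single arrays ranged from 9.59 to 12.21. Under cisplatin they were 11.18 ± 0.30 (SD, n = 3), 10.21 ± 0.22 (SD, n = 3) and 10.96 ± 0.59 (SD, n = 3). Among other genes the paper names, LMNB1 changed by -1.95, -2.12 and -1.98 after cisplatin in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells and FOS by 4.60, 4.55 and 4.74. Over all transfections MAPK3 rose by 0.38, ELK1 by 0.30 and GAPDH by 0.22, ATM fell by 0.45, and TP73 stood at 0.29 (adjusted p = 0.0367), which did not pass when any of 10 single arrays was left out (adjusted p = 0.0521 to 0.0848).

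The genes past the study's thresholds in SKOV-3-AA cells alone may be genes near the threshold of an effect common to all transfections. Simulated arrays with 1 cisplatin effect per gene gave a median of 404 such genes (370 to 440 over 100 simulations), and 424 were measured, so that a response particular to SKOV-3-AA cells and crossing of the threshold cannot be told apart for this count. The same simulation gave 404 (315 to 442) for SKOV-3-EV cells alone, where 620 were measured, and 403 (352 to 451) for SKOV-3-DD cells alone, where 260 were measured. In all 3 transfections it gave 3219 (3153 to 3262), where 3099 were measured, so that 1 common effect as simulated misses the overlap itself and these other counts. The simulation gave all groups the same spread per probe set. The measured arrays lay at root mean square distances of 0.144 to 0.148 from their group mean in untreated SKOV-3-AA cells. Replicates 2 and 3 of cisplatin-treated SKOV-3-DD cells lay at 0.305 and 0.311. Without that replicate 3 the measured counts were 431 in SKOV-3-EV and 586 in SKOV-3-DD cells alone, the first inside and the second above the simulated range. Without that replicate 2 the count in SKOV-3-EV cells alone was 758, farther above the simulated range. Leaving out 1 of these arrays thus did not bring all counts into the simulated ranges. Since the simulated spread differs from the measured one, the misses of the simulation decide neither for nor against a common effect.

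Other splits of the same arrays were counted for each comparison. For 3 arrays against 3 the 10 splits are too few for a share under 0.05. In untreated cells 2 splits gave at least the 2 probe sets of SKOV-3-AA against SKOV-3-EV cells (highest other 2), 4 the 7 of SKOV-3-DD against SKOV-3-EV cells (highest other 14) and 3 the 3 of SKOV-3-AA against SKOV-3-DD cells (highest other 10). After cisplatin in SKOV-3-EV, SKOV-3-AA and SKOV-3-DD cells 1 split, the real one, gave as many as the measured 4317, 4147 and 3955 (highest other 87, 29 and 449). Under cisplatin 1 split gave at least the 30 of SKOV-3-AA against SKOV-3-EV cells (highest other 13), 8 the 9 of SKOV-3-DD against SKOV-3-EV cells (highest other 85) and 10 the 4 of SKOV-3-AA against SKOV-3-DD cells (highest other 34). Splits that call several times the real count point to a structure of the samples, and replicates 2 and 3 of cisplatin-treated SKOV-3-DD cells lay farthest from their group. Over all transfections 1 of 100 splits into 9 and 9 arrays, the real one, gave as many as the measured 3979 (highest other 2565). This is the smallest share that 100 splits can give, so a random grouping of these arrays is unlikely there but not excluded.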
